# Network-level reprogramming of cell death pathways in colorectal cancer cells by combined thymoquinone and 5-fluorouracil treatment

**DOI:** 10.3389/fmolb.2026.1864680

**Published:** 2026-06-24

**Authors:** Natalia Kurowska, Celina Kruszniewska-Rajs, Barbara Strzałka-Mrozik

**Keywords:** 5-fluorouracil, cell death pathways, colorectal cancer, drug combination, signaling networks, stress response, thymoquinone, transcriptomic profiling

## Abstract

**Introduction:**

Colorectal cancer remains a leading cause of cancer-related mortality, with resistance to 5-fluorouracil (5-FU) posing a major therapeutic challenge. Thymoquinone (TQ), a bioactive compound derived from *Nigella sativa*, exhibits anticancer activity; however, its system-level effects in colorectal cancer are not fully understood.

**Methods:**

RKO colorectal cancer cells were treated with TQ, 5-FU, or their combination for 24 h, followed by genome-wide transcriptomic profiling using oligonucleotide microarrays. Drug interaction effects were assessed using a deviation-from-additivity model. Selected genes were validated by RT-qPCR and Western blotting, and functional relevance was evaluated using bioinformatics analyses.

**Results:**

Combined treatment induced extensive network-level reprogramming of pathways associated with apoptosis, cellular stress response, and proliferation. Although no classical transcriptional synergy was observed, the interaction between TQ and 5-FU resulted in coordinated modulation of overlapping signaling networks. Key regulatory genes, including *FAS* and *CYLD*, were linked to enhanced pro-apoptotic signaling, whereas *BIRC3* and *EIF2AK3* were associated with adaptive or resistance-related responses.

**Conclusion:**

TQ acts as a context-dependent modulator of chemotherapy response, reshaping cell death and stress-related signaling networks rather than directly enhancing cytotoxicity. These findings highlight the potential of TQ to influence therapeutic responses in fluoropyrimidine-based treatment of colorectal cancer and support further functional and *in vivo* validation.

## 1 Introduction

Colorectal cancer (CRC) remains a leading cause of cancer-related mortality worldwide, accounting for nearly 10% of all cancer incidence and deaths. Despite advances in screening and treatment, the incidence of CRC particularly among younger individuals continues to rise, highlighting the need for improved therapeutic strategies (Siegel et al., 2026; Sinicrope, 2022). Most CRC cases are associated with modifiable risk factors, including diet, obesity, and lifestyle, whereas a smaller proportion arises from inherited genetic mutations (Kanth and Inadomi, 2021). Approximately 6%–10% of CRC cases are attributable to known germline mutations (Kanth and Inadomi, 2021).

At the molecular level, CRC is a heterogeneous disease classified into four consensus molecular subtypes (CMS1–4), each characterized by distinct biological features and therapeutic responses (Guinney et al., 2015; Kantha et al., 2025). This heterogeneity contributes to variable treatment outcomes and represents a major challenge in the development of effective therapeutic approaches.

Fluoropyrimidine-based chemotherapy, particularly 5-fluorouracil (5-FU), remains the cornerstone of systemic CRC treatment. However, its clinical efficacy is limited by intrinsic and acquired resistance, with only a subset of patients achieving durable responses (Chauvin et al., 2022; Morris et al., 2023). Moreover, resistance to 5-FU is frequently associated with cross-resistance to other cytotoxic agents, underscoring the need for novel strategies that can modulate treatment response rather than relying solely on increased cytotoxicity.

Given the limitations of conventional chemotherapy, increasing attention has been directed toward novel therapeutic approaches aimed not only at directly eliminating tumor cells but also at reprogramming dysregulated cellular pathways and modulating the tumor microenvironment (TME). In colorectal cancer, emerging evidence suggests that simultaneous targeting of molecular signaling networks and immune components of the TME may enhance therapeutic efficacy and help overcome treatment resistance. Recent studies indicate that modulation of tumor-associated macrophage (TAM) polarization and promotion of CD8^+^ T-cell infiltration can improve anti-tumor immunity and support the development of innovative combination-based therapeutic strategies in CRC (Wang et al., 2025).

Natural compounds have gained increasing attention as modulators of cancer-related signaling pathways. Thymoquinone (TQ), the principal bioactive component of *Nigella sativa*, exhibits a broad spectrum of biological activities in both *in vitro* and *in vivo* models, including antioxidant, antimicrobial, anti-inflammatory, hepatoprotective, immunomodulatory, and neuroprotective effects (Alam et al., 2023; Ali Bakr and Saad Alyamani, 2023; Barashkova et al., 2023; Ciesielska-Figlon et al., 2023; Gholamnezhad et al., 2016). In addition, TQ has demonstrated antiproliferative and pro-apoptotic activity across multiple cancer types, including colorectal cancer (Al-Rawashde et al., 2023; Liu et al., 2017; Nithya et al., 2023; Rajput et al., 2013; Şahin et al., 2023; Kurowska et al., 2023; Al Bitar et al., 2025; Ballout et al., 2020; Zeinali et al., 2024).

Its pleiotropic mode of action and relatively low toxicity make TQ an attractive candidate for combination therapy. However, despite growing evidence supporting its anticancer activity, the system-level effects of TQ particularly in combination with 5-FU remain insufficiently characterized.

The RKO colorectal cancer cell line represents a distinct molecular subtype characterized by microsatellite instability, the BRAF V600E mutation, and wild-type APC, β-catenin, and TP53, as well as a high mutation burden, making it a relevant model for studying stress response and cell death–related signaling (Madej et al., 2025). While previous studies have demonstrated the cytotoxic effects of thymoquinone in colorectal cancer models, comprehensive transcriptomic analyses of its combinatorial effects with 5-fluorouracil in this context remain limited. In particular, it is unclear whether thymoquinone enhances the cytotoxic effects of 5-fluorouracil through classical synergistic mechanisms or rather modulates the cellular response at the level of signaling networks. These limitations underscore the need for system-level approaches to elucidate how TQ modulates chemotherapy response at the level of signaling networks.

In this context, we hypothesized that thymoquinone modulates the transcriptional response to 5-fluorouracil by reprogramming signaling networks associated with cell death and stress response, with particular emphasis on TNF-centered regulatory pathways governing the balance between apoptosis, survival, and adaptive stress signaling. Importantly, this framework assumes that the combined effect of both agents is not necessarily reflected by increased cytotoxicity or transcriptional synergy, but rather by coordinated network-level modulation of overlapping signaling pathways.

To address this, we performed genome-wide transcriptomic profiling of colorectal cancer cells treated with thymoquinone, 5-fluorouracil, and their combination, followed by integrative bioinformatics and experimental validation. This approach was designed to determine whether thymoquinone functions as a context-dependent modulator of chemotherapy response through transcriptional rewiring of cell fate–related signaling networks.

## 2 Materials and methods

### 2.1 Cell culture conditions

The human colorectal adenocarcinoma cell line RKO (ATCC® CRL-2577) was cultured in Eagle’s Minimum Essential Medium (EMEM; Sigma-Aldrich, Merck, St. Louis, MO, United States) supplemented with 10% fetal bovine serum (Euroclone SpA, Pero, Italy) and gentamicin (50 μg/mL; Sigma-Aldrich, Merck, St. Louis, MO, United States). Cells were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_ in a CO_2_ incubator (Thermo Fisher Scientific, Waltham, MA, United States) (Capes-Davis et al., 2021).

The culture medium was replaced every 2–3 days, and cells were subcultured upon reaching approximately 80% confluence using 0.25% trypsin–EDTA (Sigma-Aldrich, Merck, St. Louis, MO, United States). Experiments were performed using cells within six passages to ensure phenotypic stability and reproducibility.

Cell morphology and viability were routinely monitored, and all cultures were confirmed to be free of *mycoplasma* contamination using a PCR-based assay before experimental procedures.

### 2.2 Compound preparation and cell treatment

Cells were seeded in six-well culture plates (Thermo Fisher Scientific, Waltham, MA, United States) at a density of 3 × 10^5^ cells per well and incubated for 48 h to allow attachment and stabilization. Cells were subsequently treated with thymoquinone, 5-fluorouracil, or their combination.

Thymoquinone (Sigma-Aldrich, St. Louis, MO, United States) was applied at a final concentration of 20 μM, while 5-fluorouracil (Sigma-Aldrich, St. Louis, MO, United States) was used at 10 μg/mL (approximately 76.8 µM). These concentrations were selected based on previously published dose–response, cell viability, and apoptosis analyses performed in RKO colorectal cancer cells under comparable experimental conditions (Kurowska et al., 2026). In that study, thymoquinone exhibited a concentration-dependent cytotoxic effect, with an estimated IC_50_ value of approximately 37 µM in RKO cells. In contrast, IC_50_ values were not determined for 5-FU or the combination treatment because cell viability did not decrease below 50% within the tested concentration range. A reduction in cell viability below 70% was considered indicative of a biologically relevant cytotoxic response. The concentrations used in the present study were selected to induce measurable biological responses while maintaining sufficient cell viability for transcriptomic profiling. The rationale for concentration selection and the corresponding biological response data are provided in Supplementary Table S1.

In the combination group, both compounds were administered simultaneously at the indicated concentrations. The concentrations used in this study were selected to induce measurable transcriptional responses under controlled *in vitro* conditions and should not be interpreted as direct equivalents of clinically achievable plasma concentrations, particularly in the case of thymoquinone.

Stock solutions were prepared in dimethyl sulfoxide (DMSO; Sigma-Aldrich, St. Louis, MO, United States), and the final DMSO concentration in all experimental conditions did not exceed 1% (v/v). Control cells were treated with an equivalent concentration of DMSO. Prior to use, working solutions were sterilized using 0.2 µm syringe filters (Sartorius, Göttingen, Germany). Following 24 h of treatment, cells were harvested for subsequent transcriptomic analysis.

### 2.3 Microarray-based transcriptomic profiling

Cells treated with TQ, 5-FU, or their combination were subjected to genome-wide gene expression analysis. Total RNA was isolated from RKO cells using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, United States) according to the manufacturer’s protocol. RNA concentration and purity were assessed using a MaestroNano MN-913 spectrophotometer (MaestroGen Inc., Las Vegas, NV, United States), whereas RNA integrity was additionally evaluated by capillary gel electrophoresis. A total of 250 ng RNA was used per sample for microarray analysis.

Transcriptomic profiling was performed using the Affymetrix Human Genome U133A 2.0 Array (Affymetrix, Santa Clara, CA, United States) according to the manufacturer’s GeneChip expression analysis protocol. Total RNA was processed using the GeneChip™ 3′ IVT PLUS Reagent Kit (Thermo Fisher Scientific, Waltham, MA, United States), recommended for use with the HG-U133A 2.0 platform, to generate amplified and biotin-labeled complementary RNA (cRNA).

Total RNA was reverse-transcribed into single-stranded cDNA using a T7 oligo (dT) primer. The resulting single-stranded cDNA was subsequently converted into double-stranded cDNA, which served as a template for T7-based *in vitro* transcription (IVT). This process generated biotin-labeled cRNA through linear amplification. The resulting cRNA was fragmented and hybridized to oligonucleotide probes immobilized on the Affymetrix microarray.

Following hybridization, arrays were stained with streptavidin–phycoerythrin using the GeneChip™ Fluidics Station 450 (Thermo Fisher Scientific, Waltham, MA, United States) and scanned with the GeneChip® Scanner 3000 (Affymetrix, Santa Clara, CA, United States) to obtain fluorescence signal intensities.

Raw microarray data were processed and analyzed using GeneSpring GX 13.0 software (Agilent Technologies United Kingdom Limited, South Queensferry, United Kingdom) within the PLGrid Infrastructure (https://www.plgrid.pl/). Data preprocessing included background correction, normalization, and summarization using the Robust Multi-array Average (RMA) algorithm. Differential gene expression analysis was performed by comparing treated samples with untreated controls. Genes were considered differentially expressed at a fold change (FC) ≥ 2 and a false discovery rate (FDR)-adjusted p-value <0.05.

### 2.4 Analysis of drug interaction effects

To estimate the interaction effect between TQ and 5-FU, a deviation-from-additivity approach was applied using log_2_ fold change (logFC) values derived from microarray analyses. For each gene, the interaction term was calculated according to the formula:

$$Interaction={logFC}_{TQ+5-FU}-{logFC}_{TQ}-{logFC}_{5-FU}$$

where logFC_TQ+5-FU_, logFC_TQ_, and logFC_5-FU_ represent gene expression changes relative to untreated control cells.

This approach enables estimation of the extent to which the transcriptional response to the combined treatment deviates from the expected additive effect of the individual treatments. Positive interaction values indicate responses exceeding additive expectations, whereas negative values reflect responses below the expected additive level (Chou, 2010; Geva-Zatorsky et al., 2010). The additive expectation was used as a reference (null) model for identifying deviations in transcriptional responses and was not intended as a measure of classical pharmacological synergy. Unlike models such as Loewe additivity or Bliss independence, which are typically applied to dose–response or phenotypic endpoints (e.g., cell viability or growth inhibition), the present approach was designed to evaluate interactions at the transcriptomic level across thousands of genes.

Importantly, the additive model does not assume shared biological mechanisms between TQ and 5-FU, but rather provides a reference framework for assessing whether the combined transcriptional response differs from that expected under independent additive effects.

### 2.5 RT-qPCR validation of microarray results

To validate gene expression changes identified in the microarray analysis, real-time reverse transcription quantitative PCR (RT-qPCR) was performed for selected genes. Genes were selected based on a fold change greater than 2 (FC > 2) in the microarray dataset and their involvement in key pathways related to cell death regulation.

Relative mRNA expression levels were calculated using the 2^−ΔCT^ method. Ct values for target genes were normalized to the geometric mean of the reference genes *GAPDH* and *TBP* to obtain ΔCt values (Livak and Schmittgen, 2001). Amplification of target and reference genes was performed in parallel to ensure accurate comparative quantification.

RT-qPCR reactions were carried out using the SensiFAST™ SYBR® Hi-ROX One-Step Kit (Bioline, London, United Kingdom), based on SYBR Green dye chemistry, which enables real-time detection of PCR product accumulation through fluorescence binding to double-stranded DNA. Primer sequences used in this study are listed in Table 1.

**TABLE 1:** Primer sequences, expected amplicon sizes, and gene accession numbers used for RT-qPCR analysis.

Gene	Forward primer (5′→ 3′)	Reverse primer (5′→ 3′)	Gene accession number	Product length (bp)
*CYLD*	GGTAATCCGTTGGATCGGTCAG	AGTGCCTCTGAAGGTTCCATCC	NM_015247	106
*BIRC3*	TTTCCGTGGCTCTTATTCAAACT	GCACAGTGGTAGGAACTTCTCAT	NM_001165.5	96
*STK3*	GGCAGATTTTGGAGTGGCTGGT	AATGCCAAGGGACCAGATGTCG	NM_006281.4	142
*EIF2AK3*	ACGATGAGACAGAGTTGCGAC	ATCCAAGGCAGCAATTCTCCC	NM_004836.7	80
*ID2*	TTGTCAGCCTGCATCACCAGAG	AGCCACACAGTGCTTTGCTGTC	NM_002166.5	150
*GAPDH*	GAAGGTGAAGGTCGGAGTC	GAAGATGGTGATGGGATTTC	NM_002046.7	226
*TBP*	GCCAAGAGTGAAGAACAG	GAAGTCCAAGAACTTAGCTG	NM_003194.5	90

Amplification was performed using a LightCycler® 480 System (Roche, Basel, Switzerland) according to the manufacturer’s instructions. The thermal cycling protocol included a reverse transcription step at 45 °C for 10 min, followed by initial denaturation at 95 °C for 2 min and 45 amplification cycles. Each cycle consisted of denaturation at 95 °C for 5 s, annealing at 60 °C for 10 s, and extension at 72 °C for 5 s.

A melting curve analysis was performed at the end of each run to verify amplification specificity. RT-qPCR experiments were conducted using three independent biological replicates, each analyzed in triplicate as technical replicates, in accordance with accepted methodological guidelines (Rieu and Powers, 2009).

### 2.6 Western blot analysis of protein expression

Cells were lysed in RIPA buffer (Sigma-Aldrich, Merck, St. Louis, MO, United States) supplemented with protease and phosphatase inhibitor cocktails. Lysates were incubated on ice for 30 min, centrifuged, and the supernatants were collected. Protein concentrations were determined using a BCA Protein Assay Kit (Sigma-Aldrich, Merck, St. Louis, MO, United States).

A total of 5 μg of protein per sample was mixed with Laemmli sample buffer containing β-mercaptoethanol, denatured at 95 °C for 5 min, and separated by SDS–PAGE using 4% stacking and 10% resolving gels. Proteins were then transferred onto nitrocellulose membranes (Bio-Rad Laboratories, Inc., Hercules, CA, United States) using a semi-dry transfer system.

Membranes were blocked with 5% non-fat milk in TBST (TBS containing 0.1% Tween-20) for 30 min at room temperature and incubated overnight at 4 °C with primary antibodies against Fas (1:500; Invitrogen, Waltham, MA, United States; catalog no. MA5-14882) and β-actin (1:5000; Invitrogen, Waltham, MA, United States; catalog no. MA1-91399), which served as the loading control. After washing, membranes were incubated for 1.5 h at room temperature with HRP-conjugated secondary antibodies: anti-mouse IgG (1:500; Sigma-Aldrich, catalog no. A4416) and anti-rabbit IgG (1:2000; Cell Signaling Technology, Danvers, MA, United States; catalog no. 7074S) (Begum et al., 2022).

Protein bands were detected using an enhanced chemiluminescence substrate (Pierce™ ECL, Thermo Fisher Scientific, Waltham, MA, United States) and visualized with an iBright FL1500 imaging system (Thermo Fisher Scientific, Waltham, MA, United States). Band intensities were normalized to β-actin and quantified using densitometric analysis. Experiments were performed in three independent biological replicates.

### 2.7 *In silico* functional enrichment and network analysis

To further explore the biological significance of the identified genes, a series of *in silico* bioinformatics analyses were performed. Functional enrichment analysis was conducted using the g:Profiler platform (https://biit.cs.ut.ee/gprofiler) to identify significantly overrepresented Gene Ontology (GO) biological processes and Reactome pathways. Statistical significance was determined using the built-in g:SCS multiple testing correction with a threshold of p < 0.05.

Protein–protein interaction (PPI) networks were constructed using the STRING database (version 12.0; https://string-db.org) to evaluate functional relationships among differentially expressed genes. Networks were generated using a confidence score threshold of 0.4 (medium confidence), and both direct (physical) and indirect (functional) associations were included.

Additional gene interaction networks were generated using GeneMANIA (http://genemania.org) to further investigate functional relationships, including co-expression, shared protein domains, pathway co-membership, and genetic interactions.

To assess the clinical relevance of selected candidate genes, their expression levels in colorectal cancer tissues were analyzed using the UALCAN platform (http://ualcan.path.uab.edu), which provides access to gene expression data derived from The Cancer Genome Atlas (TCGA) project. Comparative analyses between tumor and normal tissue samples were performed using default parameters, including Student’s t-test for statistical comparisons.

### 2.8 Statistical analysis

Statistical analyses were performed using STATISTICA software (version 13.3; TIBCO Software Inc., Palo Alto, CA, United States). A p-value <0.05 was considered statistically significant. Data normality was assessed using the Shapiro–Wilk test.

RT-qPCR data were analyzed using the non-parametric Kruskal–Wallis test followed by *post hoc* pairwise comparisons, due to the non-normal distribution of the data (Conover, 1999). Results are presented as medians with interquartile range (IQR).

Western blot densitometric data were analyzed using one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test for multiple comparisons.

Differential gene expression analysis of microarray data was performed using the statistical framework implemented in GeneSpring GX 13.0 (Agilent Technologies United Kingdom Limited, South Queensferry, United Kingdom). Expression values were analyzed at the individual transcript (probe set) level. GeneSpring first applied one-way analysis of variance (ANOVA) across all experimental groups, followed by Tukey’s honestly significant difference (HSD) *post hoc* test to identify significant pairwise differences between groups. P-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) correction.

For volcano plot generation, pairwise comparisons between each treatment group and the control group were additionally performed using Student’s t-test. The resulting p-values and fold change values were used for volcano plot visualization.

For downstream functional analyses, including pathway enrichment and candidate gene selection, an additional fold change threshold of FC ≥ 2 was applied. Thus, transcripts were selected for downstream analyses when they met both the significance criterion (p < 0.05) and the fold change threshold (FC ≥ 2).

The sample size used in this study was consistent with commonly applied standards in transcriptomic analyses. Although no formal power calculation was performed, the inclusion of independent biological replicates and validation using complementary experimental approaches was intended to ensure the reliability of the results.

## 3 Results

### 3.1 Identification of differentially expressed genes

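The deposited values cover 12 arrays of RKO cells after 24 h: 3 of control cells, 3 with TQ at 20 µM, 3 with 5-FU at 10 µg/mL (76.8 µM) and 3 with both drugs. The labels call the control cells untreated, whereas the paper's methods give them DMSO, so whether each contrast holds the solvent's effect is open. The values are log2 signals that the authors had normalized with RMA, with medians between 6.33 and 6.55 per array. Of 22277 probe sets, 62 control probe sets were left out and 22215 tested. A difference is given as a log2 fold change from limma, with a Benjamini-Hochberg adjusted p, and a gene is said to rise or fall only where that p is under 0.05. Gene names follow the platform's annotation, and each gene is read from the probe set with its highest mean signal. Genes of a shared function were gathered in 28 lists, and a list's shift against all other genes was tested with camera. Among these genes, the signals of FAS, CYLD and STK3 differ strongly between replicates of a group, because 5-FU replicate 3 and TQ+5-FU replicate 2 stand apart from their own replicates. These 2 displaced arrays are kept, and counts without them are given beside the main ones, a setting chosen after the data were examined. All p-values measure the spread between these arrays; the paper speaks of independent biological replicates in general, and the labels do not say which arrays are separate cultures.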

Genome-wide gene expression profiling was performed to assess transcriptional changes in RKO colorectal cancer cells following treatment with TQ, 5-FU, and their combination. A total of 22,277 transcripts were analyzed.

Hierarchical clustering and heatmap visualization revealed distinct gene expression patterns across experimental groups, indicating substantial transcriptional reprogramming in response to treatment (Figure 1). 

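Most arrays resemble their replicates across the 22215 probe sets: for 11 of 12 arrays the most correlated other array has the same treatment. The exception is 5-FU replicate 3, whose mean correlation with its replicates is 0.911 and whose nearest array is TQ+5-FU replicate 2. Without these 2 arrays the lowest correlation between any pair is 0.983. Genes such as FAS (-3.27), FZD6 (-3.88) and STK3 (-3.05) lie far below the mean of the other 5-FU arrays in replicate 3 (log2 difference), whereas GDF15 (0.53), a target of p53, lies above it. Average linkage into 4 clusters joins the 3 controls, all TQ arrays with 5-FU replicates 1 and 2 and TQ+5-FU replicates 1 and 3, and leaves each displaced array alone. The mean correlation distance between groups exceeds that within groups by 0.00698 (exact permutation p = 0.093). Over the 1000 most variable probe sets the excess is 0.110 (exact permutation p = 6.5e-05, the smallest the design allows), and with Euclidean distance it is 19.7 (exact permutation p = 0.0032). From the clustering in Figure 1, the paper concludes that the treatments reprogram transcription in distinct ways.

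**Figure D1:**
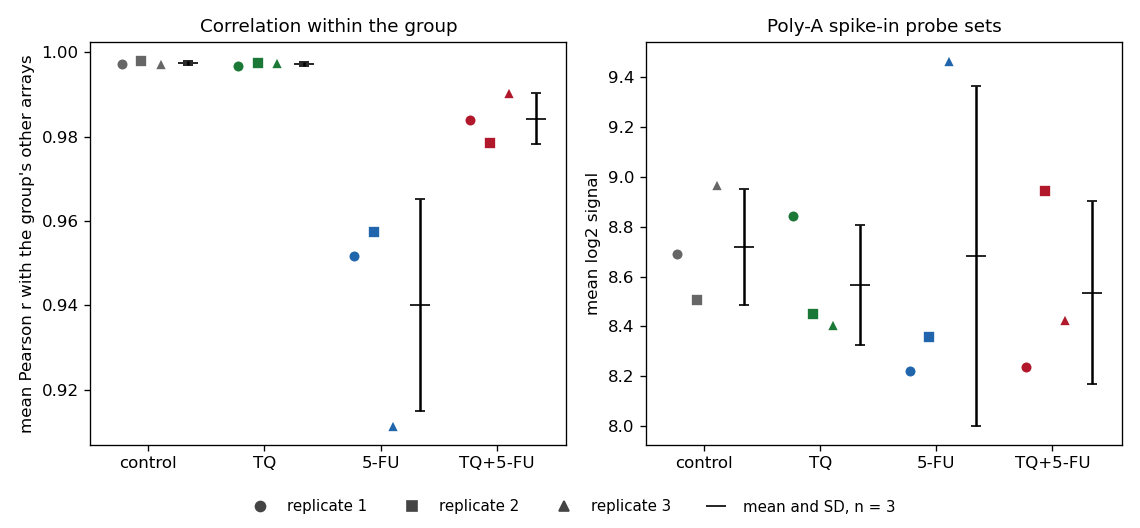
Left, correlation of each array with the other arrays of its group; right, mean log2 signal of the poly-A spike-in probe sets per array, highest in 5-FU replicate 3 (9.47).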

Differential gene expression was determined by comparing normalized expression values between treated and control cells. Hierarchical clustering demonstrated clear separation between treatment groups and control samples, supporting treatment-specific transcriptional responses.

**FIGURE 1:**
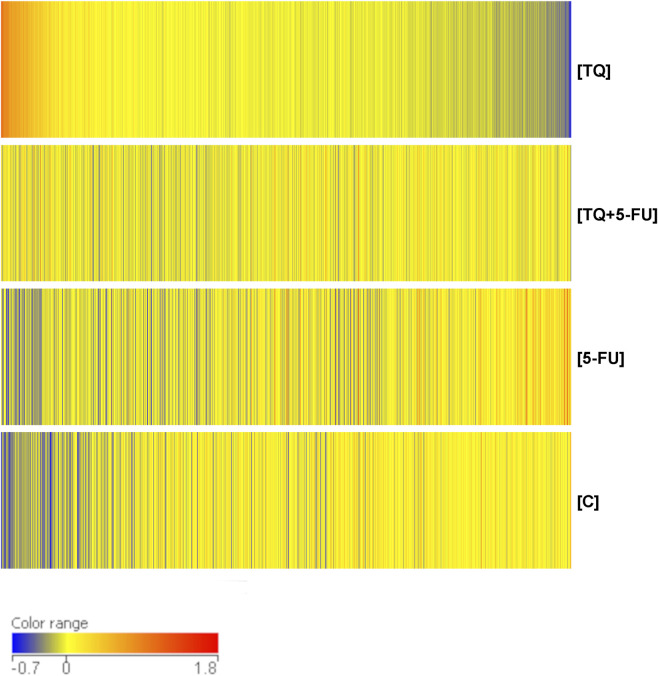
Heatmap of global gene expression profiles in RKO colorectal cancer cells following treatment with thymoquinone, 5-fluorouracil, and their combination. Hierarchical clustering reveals distinct transcriptional patterns across experimental groups, indicating treatment-specific modulation of gene expression. [C] – control (untreated cells); [TQ] – thymoquinone; [5-FU] – 5-fluorouracil; [TQ+5-FU] – combined treatment.

Significant differences in transcript expression were identified among the experimental groups using one-way ANOVA followed by Tukey’s HSD *post hoc* analysis (Table 2). 

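GDF15, a stress cytokine gene under p53 control, shows the kind of difference between groups that passes: mean log2 signals are 7.70 (SD 0.14) in control cells, 7.14 (SD 0.16) with TQ, 12.05 (SD 0.31) with 5-FU and 10.49 (SD 0.23) with both (n = 3 each). HSPA6, an inducible heat shock gene, is highest in the groups given TQ. It goes from 5.22 (SD 0.093) in control cells to 8.17 (SD 0.17) with TQ, 6.38 (SD 0.62) with 5-FU and 9.08 (SD 0.37) with both. Its smaller rise with 5-FU alone passes as well (log2 fold change of 1.16). Across the 4 groups, 1675 probe sets of 980 genes differ at an adjusted p under 0.05 by limma's moderated F. With those 2 arrays left out, the count is 9323.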

Of the 22,277 transcripts analyzed, 7,315 exhibited significant differences in expression across the experimental groups according to the overall ANOVA analysis.

**TABLE 2:** Differentially expressed transcripts identified between experimental groups using one-way ANOVA followed by Tukey’s HSD *post hoc* test. Comparisons were performed between control (CON), thymoquinone-treated (TQ), 5-fluorouracil-treated (5-FU), and combination-treated (TQ+5-FU) cells. Gray cells indicate the total number of transcripts identified as significantly different across all experimental groups by one-way ANOVA (n = 7,315). Blue cells indicate transcripts that were significantly differentially expressed (p < 0.05) in Tukey’s HSD *post hoc* comparisons between the group indicated in the row and the group indicated in the column; numbers in parentheses represent downregulated (↓) and upregulated (↑) transcripts. Red cells indicate transcripts from the ANOVA-significant set that did not differ significantly in the corresponding pairwise comparison.

Group name	TQ	TQ+5-FU	5-FU	CON
TQ	7,315	2,684 (1,873 ↓ 811 ↑)	4,704 (2,503 ↓ 2,201 ↑)	4,061 (2,259 ↓ 1,802 ↑)
TQ+5-FU	4,631	7,315	2,418 (1,169 ↓ 1,249 ↑)	4,705 (2,402 ↓ 2,303 ↑)
5-FU	2,611	4,897	7,315	4,093 (2,141 ↓ 1,952 ↑)
CON	3,254	3,222	2,610	7,315

The matrix is read as row-versus-column comparisons. The upper triangle summarizes significantly differentially expressed transcripts identified by Tukey’s HSD, *post hoc* test, whereas the lower triangle shows transcripts that were not significantly differentially expressed in the corresponding pairwise comparisons.

A substantial number of transcripts were significantly altered in each treatment group compared with untreated controls. Specifically, 4,061 transcripts were differentially expressed following thymoquinone treatment, 4,705 transcripts following 5-fluorouracil treatment, and 4,093 transcripts in the combined treatment group (TQ+5-FU).

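ATF3, a stress-induced transcription factor gene, rose under each treatment, by 0.80 with TQ (adjusted p = 0.0497), 2.92 with 5-FU (adjusted p = 2.9e-06) and 2.57 with both (adjusted p = 1.1e-05) on the log2 scale. TBL1X, which encodes a corepressor subunit, fell under each, with log2 fold changes of -0.89, -1.58 and -1.09, and 1 of its 4 other probe sets passed with TQ. Against control, 31 probe sets are higher and 25 lower with TQ, 787 and 696 with 5-FU, and 328 and 245 with the combination, 56, 1483 and 573 in all. Leaving out the 2 displaced arrays gives 6799, 5802 and 4762. At an unadjusted p under 0.05 the counts over all arrays are 2156, 4101 and 2484. The TQ count moves although no TQ or control array is left out, because all groups share 1 estimate of the spread.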

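Several genes that 5-FU raises stand lower with TQ added. EBI3, a cytokine subunit gene, has a mean log2 signal of 9.09 (SD 0.56) with 5-FU and 6.09 (SD 0.26) with both drugs (n = 3 each), a difference of -3.0 (standard error 0.25, adjusted p = 8.9e-04). TRAF1, an NF-κB target, and GREB1 show differences of -2.61 (adjusted p = 0.0035) and -1.91 (adjusted p = 0.0036). In all, 85 probe sets are higher and 79 lower with both drugs than with 5-FU, and 182 higher and 33 lower than with TQ. TQ and 5-FU differ from each other in 2262 probe sets, 794 of them higher with TQ. When the displaced arrays are left out, these 3 counts are 1362, 2606 and 6351. Of the 2 other probe sets of GREB1, none passed, 1 of them with the opposite sign.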

Notably, 5-FU treatment induced the highest number of transcriptional changes, whereas the combination treatment resulted in a comparable but not increased number of differentially expressed genes, suggesting overlapping or convergent transcriptional responses rather than additive effects.

To identify transcripts with both statistical and biological relevance, subsequent pairwise comparisons were filtered using a fold change threshold of FC ≥ 2.0 in addition to statistical significance (p < 0.05). Only transcripts meeting both criteria were included in downstream analyses, including functional characterization and candidate selection for RT-qPCR validation.

### 3.2 Thymoquinone

Transcriptomic analysis revealed substantial changes in transcript expression following thymoquinone treatment compared with control cells. 

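TQ raised HSPA6 by 2.95 (standard error 0.28, adjusted p = 0.0028) on the log2 scale, the largest rise among the genes that passed. ARC, an immediate early gene, rose by 2.21 (standard error 0.37, adjusted p = 0.0497), and SNAI1, a transcription factor gene of the epithelial-mesenchymal transition, by 1.68 (standard error 0.26, adjusted p = 0.035). CLU, a secreted chaperone gene, the plexin gene PLXNC1 and the Notch target HEY1 rose by 1.42, 1.26 and 1.10. DDIT4, an inhibitor of mTORC1 and a target of ATF4, fell by 1.73 (standard error 0.24, adjusted p = 0.027), and the matrix gene TNC, the urokinase gene PLAU and CAMK2N1 have log2 fold changes of -1.28, -1.25 and -1.11. At 2-fold, 26 probe sets pass, 20 higher and 6 lower, from 15 genes, and 12 also pass 3-fold. If the 2 displaced arrays are left out, 599 pass at 2-fold, 584 higher and 15 lower, among them all 26 of the former. Their other probe sets passed in part: 1 of 2 for CLU, 0 of 2 for PLXNC1 and 0 of 1 for TNC.

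**Figure D2:**
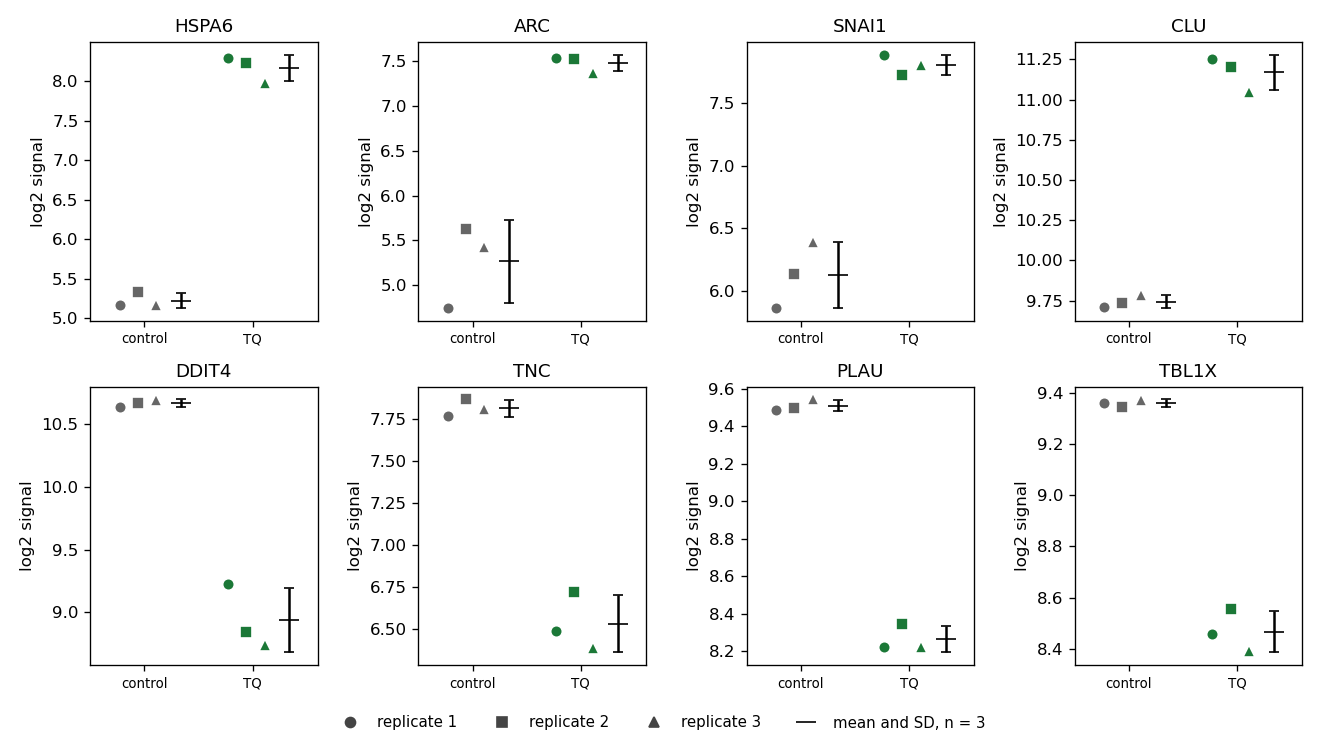
Log2 signals in control and TQ-treated cells of genes that rose (HSPA6, ARC, SNAI1, CLU) and fell (DDIT4, TNC, PLAU, TBL1X), 3 arrays each.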

A total of 596 transcripts were significantly differentially expressed at a fold change threshold of FC ≥ 2.0 (p < 0.05), including 36 transcripts with pronounced expression changes exceeding FC ≥ 3.0 (Figure 2). The number of differentially expressed transcripts decreased with increasing fold change thresholds, reflecting the identification of a core subset of strongly regulated transcripts.

**FIGURE 2:**
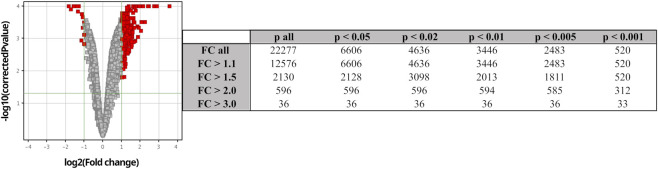
Volcano plot of differential gene expression in RKO colorectal cancer cells following thymoquinone treatment compared with control cells. Differentially expressed transcripts are highlighted in red. The accompanying table summarizes the number of transcripts meeting defined fold change (FC) and statistical significance thresholds.

Functional enrichment analysis was performed on 596 significantly dysregulated transcripts (FC ≥ 2.0, p < 0.05) identified in TQ-treated cells. Overrepresentation analysis using g:Profiler revealed significant enrichment of Gene Ontology Biological Process categories primarily related to cell cycle regulation, mitotic progression, chromosome organization, and ribosome biogenesis (adjusted p < 0.05) (Figure 3A).

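Mitosis genes moved up on balance with TQ, by small amounts: over 52 genes, median log2 fold change of 0.29, adjusted p = 2.3e-05, adjusted p = 0.34 with an estimated correlation. No single one passed, PLK1, the kinase that drives mitotic entry, included (-0.29, standard error 0.27, adjusted p = 0.78); 1 of them rose when adjusted over the list alone, and 27 rose and 6 fell without the 2 displaced arrays. The list also moves with the displaced arrays and between controls: its median against control is -1.30 in 5-FU replicate 3 and 0.23 and 0.083 in the others, -0.45 in TQ+5-FU replicate 2 and 0.14 and -0.13 in the others, and 0.10, -0.0040 and -0.092 in the controls. The 42 nucleolar ribosome biogenesis factors show no shift in 1 direction (median log2 fold change of -0.16, adjusted p = 0.48), nucleolin (NCL) having a log2 fold change of 0.40 (standard error 0.52, adjusted p = 0.83). Among genes of chromosome structure, the core histone gene H2BC12 rose by 0.80 (standard error 0.11, adjusted p = 0.027). Of 30 core histone genes, 1 rose and 0 fell (3 and 0 when adjusted over the list alone, 7 and 4 without the 2 displaced arrays). As a list the core histones shifted up (median log2 fold change of 0.018, adjusted p = 0.0075, adjusted p = 0.64 with an estimated correlation, 0.018 with adjusted p = 0.12 without the 2 displaced arrays). That median is -0.015 with arrays centred on their median, a step that moves all genes of a comparison alike. The tested shift is against other genes, and the median over all genes is -0.090 with TQ before centring. The 58 chromatin remodellers and histone modifiers did not shift (median log2 fold change of 0.024, adjusted p = 0.65). Without the 2 displaced arrays 13 of the biogenesis factors rose and 14 fell, and 13 of the remodellers rose and 23 fell, and a test for a shift in 1 direction cannot show such changes. In limma's test over all genes 0 mitosis genes, ribosome biogenesis factors and remodellers passed; at an unadjusted p under 0.05 they are 6 higher and 1 lower, 1 higher and 5 lower and 1 higher and 11 lower, and fry, which tests a list against no change instead of against other genes, gives an adjusted p of 0.45, 0.13 and 0.28. These lists were written from general knowledge and stand in for the gene sets of Figure 3A, which are not among the deposited values; camera was used with an inter-gene correlation of 0.01.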

**FIGURE 3:**
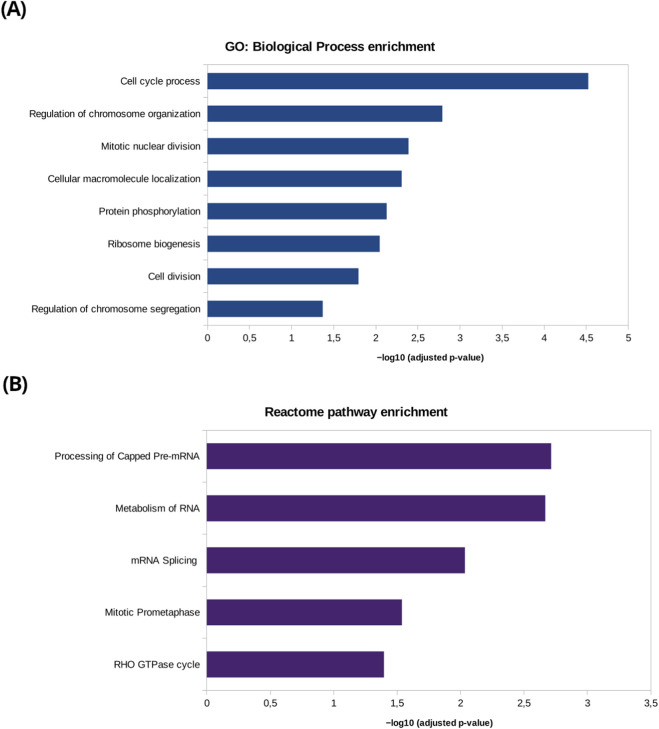
Functional enrichment analysis of transcripts differentially expressed in RKO colorectal cancer cells following thymoquinone treatment. **(A)** Significantly enriched GO Biological Process categories. **(B)** Significantly enriched Reactome pathways, highlighting processes related to cell cycle regulation and RNA processing. Bar plots represent enrichment significance expressed as −log_10_ (adjusted p-value).

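Splicing factors did not move as a group with TQ (59 genes, median log2 fold change of -0.018, adjusted p = 0.45). SF3B1, of the branch point complex, has a log2 fold change of 0.86 (standard error 0.58, adjusted p = 0.70). No gene of the list passed in limma's test over all genes: of 59 splicing factors, 0 rose and 0 fell (0 and 1 when adjusted over the list alone, 19 and 13 without the 2 displaced arrays). Without those arrays SF3B1 passes (adjusted p = 0.0019), and the list's shift has adjusted p = 0.065. At an unadjusted p under 0.05 the splicing factors hold 3 higher and 6 lower; fry, against no change, gives adjusted p = 0.83.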

Reactome pathway analysis further supported these findings, identifying significant enrichment of pathways associated with mitotic prometaphase, RHO GTPase signaling, mRNA splicing, and RNA metabolism (adjusted p < 0.05) (Figure 3B).

Collectively, these results indicate that TQ reshapes signaling networks governing proliferation, cytoskeletal organization, and cellular adaptation.

### 3.3 5-Fluorouracil

Transcriptomic profiling revealed marked changes in transcript expression following 5-fluorouracil treatment compared with untreated controls. A total of 665 transcripts were significantly differentially expressed at a fold change threshold of FC ≥ 2.0 (p < 0.05), including 128 transcripts showing pronounced regulation exceeding FC ≥ 3.0 (Figure 4).

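GDF15 rose the most with 5-FU, by 4.34 (standard error 0.18, adjusted p = 2.2e-06) on the log2 scale. EBI3, TRAF1, GREB1 and the smooth muscle actin gene ACTA2 rose by 3.92, 3.91, 3.85 and 3.23. SLC7A11, the cystine transporter gene that ATF4 and NRF2 activate and p53 represses, fell by 2.68 (standard error 0.55, adjusted p = 0.015). KCTD12, the transcription factor gene NFIB and PTCH1, the receptor of hedgehog signaling, have log2 fold changes of -2.71, -1.84 and -1.76. In 5-FU replicate 3 KCTD12 lies -2.51 and NFIB -1.88 from the mean of the other 5-FU arrays; without the 2 displaced arrays their changes are -1.87 and -1.21. At 2-fold, 548 probe sets of 315 genes pass, 368 higher and 180 lower, and 126 pass 3-fold. With those 2 arrays left out, 658 and 127 pass, 347 of the 548 among them. Other probe sets of these genes passed in part: 0 of 2 for GREB1 (1 with the opposite sign), 0 of 1 for ACTA2, 1 of 2 for SLC7A11, 4 of 6 for NFIB and 0 of 2 for PTCH1 (1 with the opposite sign).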

**FIGURE 4:**
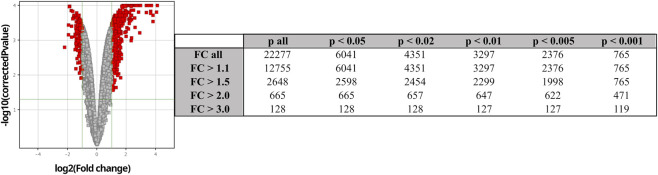
Volcano plot of differential gene expression in RKO colorectal cancer cells following 5-fluorouracil treatment compared with control cells. Differentially expressed transcripts are highlighted in red. The accompanying table summarizes the number of transcripts meeting defined fold change (FC) and statistical significance thresholds.

As observed for thymoquinone, the number of differentially expressed transcripts decreased with increasing fold change thresholds. However, 5-FU treatment produced a larger subset of strongly dysregulated transcripts, consistent with a robust cytotoxic and stress-associated transcriptional response.

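Genes of oxidant defence moved both ways with 5-FU. The NRF2 targets AKR1B10, an aldo-keto reductase gene, EPHX1 and OSGIN1 rose by 1.58 (standard error 0.19, adjusted p = 9.8e-04), 1.07 (standard error 0.26, adjusted p = 0.032) and 1.03 (standard error 0.25, adjusted p = 0.036) on the log2 scale, and SLC7A11 fell. In all, of 29 NRF2 targets, 6 rose and 2 fell (6 and 2 when adjusted over the list alone, 7 and 4 without the 2 displaced arrays), and the list did not shift (median log2 fold change of 0.12, adjusted p = 0.29, 0.012 with adjusted p = 0.36 without the 2 displaced arrays). Among catabolic genes, the sialidase gene NEU1, the autophagy receptor gene OPTN and GABARAPL2, which builds autophagosomes, rose by 1.59, 1.37 and 1.22. Of 47 autophagy and lysosome genes, 8 rose and 0 fell (9 and 0 when adjusted over the list alone, 23 and 2 without the 2 displaced arrays, median log2 fold change of 0.29, adjusted p = 1.7e-04, adjusted p = 0.053 with an estimated correlation). Of further probe sets, these passed: 0 of 1 for OPTN.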

Upregulated transcripts in 5-FU-treated RKO cells were predominantly enriched in biological processes related to cellular stress response, reactive oxygen species metabolism, and catabolic processes (Figure 5A). Pathway analysis further revealed significant overrepresentation of TP53-regulated transcriptional programs, death receptor signaling, and TNFR1/NF-κB signaling pathways (Figure 5B).

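With 5-FU, 19 of 31 direct p53 targets rose and 0 fell, 26 and 0 when adjusted over the list alone. TP53I3 rose by 3.09 (standard error 0.13, adjusted p = 2.2e-06) on the log2 scale, PLK3 by 2.81 (standard error 0.25, adjusted p = 1.6e-04), PLK2 by 2.90 (standard error 0.66, adjusted p = 0.026), and CDKN1A, which encodes the cell cycle inhibitor p21, by 0.68 (standard error 0.15, adjusted p = 0.025). The log2 signal of PLK2 is 7.37, 7.15 and 4.47 in 5-FU replicates 1, 2 and 3, so the displaced replicate 3 lowers its mean rise. Of 28 NF-κB targets, 15 rose and 0 fell (18 and 0 when adjusted over the list alone, 18 and 0 without the 2 displaced arrays); the chemokine gene CXCL8, NFKBIE and NFKBIA, the inhibitors that NF-κB induces, rose by 1.93, 1.90 and 1.42. Of 28 genes of death receptor signaling, 4 rose and 0 fell (4 and 0 when adjusted over the list alone, 11 and 5 without the 2 displaced arrays): TNFAIP3, which restrains NF-κB, the initiator caspase gene CASP10 and the TRAIL receptor genes TNFRSF10D and TNFRSF10B, by 1.91, 1.07, 1.05 and 0.73. In the intrinsic pathway BIK and BCL2L1, which promote and block apoptosis, rose by 1.56 and 0.75. Of 20 BCL-2 family and apoptosome genes, 2 rose and 0 fell (5 and 1 when adjusted over the list alone, 8 and 2 without the 2 displaced arrays). The p53 list shifted up (median log2 fold change of 1.06, adjusted p = 5.9e-21, adjusted p = 1.9e-04 with an estimated correlation; 28 rose without the 2 displaced arrays), as did the NF-κB list (median log2 fold change of 0.92, adjusted p = 2.8e-13, adjusted p = 0.072 with an estimated correlation), whereas the death receptor list did not pass (median log2 fold change of 0.20, adjusted p = 0.058; adjusted p = 0.011 without the 2 displaced arrays). The p53 targets' median against control is 1.38, 1.36 and 0.68 in 5-FU replicates 1, 2 and 3. That of the NF-κB targets is 0.73, 0.74 and 1.31 and that of the death receptor genes 0.17, 0.11 and 0.31, highest in the displaced replicate 3, where leukocyte and fibroblast markers stand at 0.68 and 0.59 as well. Not every other probe set passed: 0 of 1 for PLK3, 0 of 3 for CASP10 and 0 of 2 for BCL2L1. From the pathways in Figure 5, the paper concludes that 5-FU induces a stress program tied to apoptotic and adaptive signaling.

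**Figure D3:**
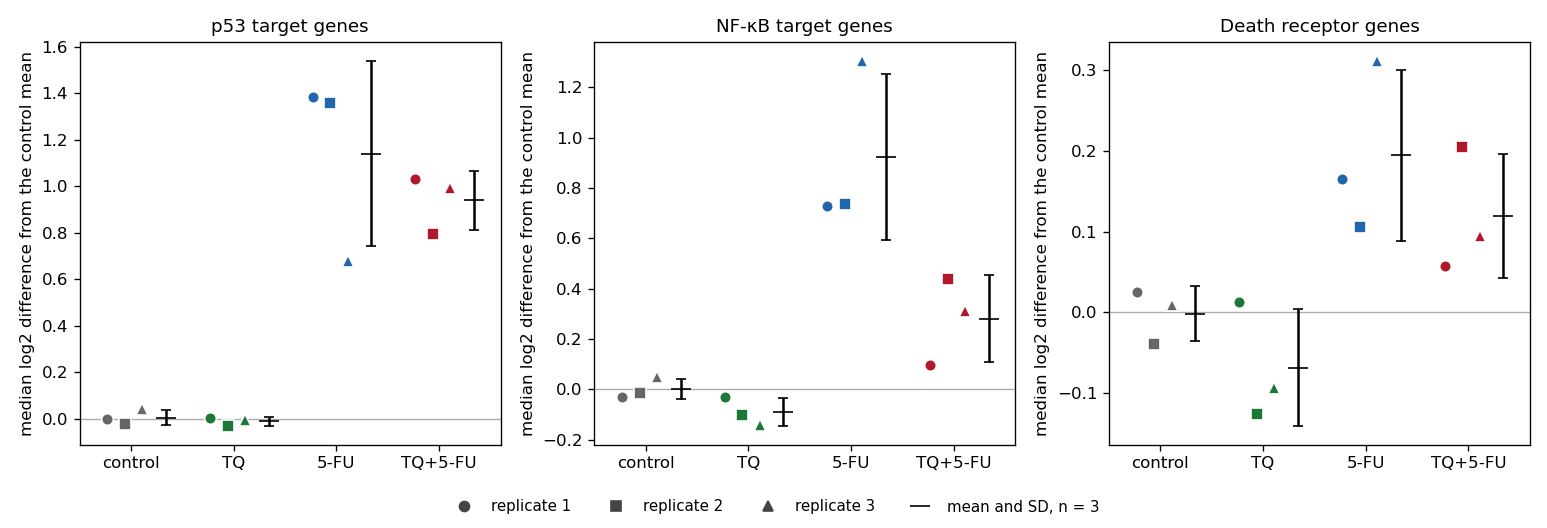
Median log2 difference from the control mean, per array, of p53 targets, NF-κB targets and death receptor genes in the 4 groups.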

**FIGURE 5:**
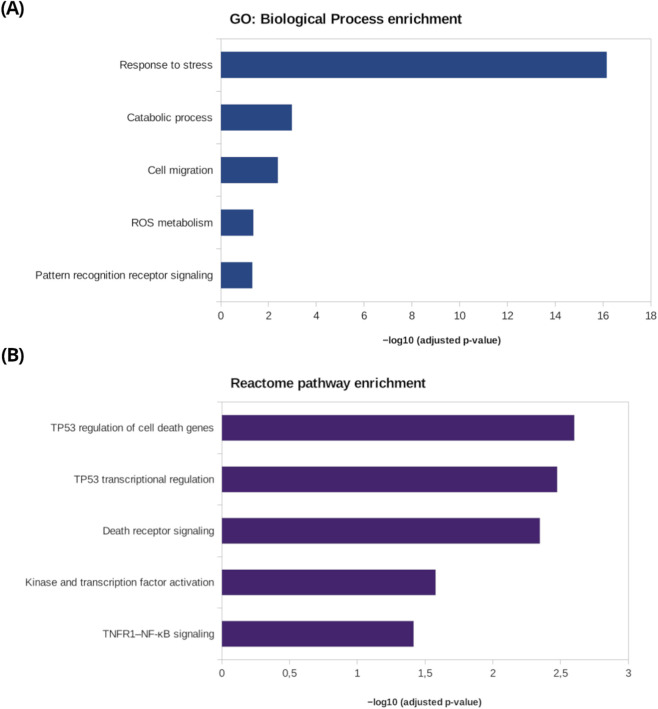
Functional enrichment analysis of transcripts upregulated in RKO colorectal cancer cells following 5-fluorouracil treatment. **(A)** Significantly enriched Gene Ontology (GO) Biological Process categories. **(B)** Significantly enriched Reactome pathways, highlighting stress response, TP53 signaling, and death receptor–related pathways. Bar plots represent enrichment significance expressed as −log_10_ (adjusted p-value).

Collectively, these findings indicate that 5-FU induces a robust stress-associated transcriptional program linked to apoptotic and adaptive signaling responses.

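Mitosis genes do not move in 1 direction with 5-FU: CDC20, an activator of the anaphase ubiquitin ligase, fell by 0.85 (standard error 0.19, adjusted p = 0.026) on the log2 scale and by 1.08 without the 2 displaced arrays, whereas PTTG1, which encodes the separase inhibitor securin, and UBE2C, an anaphase ubiquitin enzyme gene, rose by 0.61 (standard error 0.11, adjusted p = 0.0069) and 0.38 (standard error 0.090, adjusted p = 0.032). PLK1 has -0.82 (adjusted p = 0.12) and fell by 1.19 without those arrays. Of 52 mitosis genes, 2 rose and 1 fell (2 and 1 when adjusted over the list alone, 15 and 9 without the 2 displaced arrays). The list's shift (median log2 fold change of -0.30, adjusted p = 0.013, adjusted p = 0.60 with an estimated correlation) turns to a median of 0.16 (adjusted p = 0.27) without the 2 displaced arrays. In DNA replication TK1, thymidine kinase, rose by 1.05 and the helicase gene MCM7 fell by 0.69. Of 47 replication genes, 3 rose and 1 fell (4 and 2 when adjusted over the list alone, 14 and 7 without the 2 displaced arrays). Of 58 chromatin remodellers and histone modifiers, 0 rose and 11 fell (0 and 15 when adjusted over the list alone, 4 and 27 without the 2 displaced arrays, median log2 fold change of -0.46, adjusted p = 7.7e-11, adjusted p = 0.0086 with an estimated correlation, -0.29 with adjusted p = 2.9e-06 without the 2 displaced arrays), with SMARCC1, of the SWI/SNF complex, at -1.42 and -0.88 without those arrays. Of 42 nucleolar ribosome biogenesis factors, 0 rose and 13 fell (0 and 18 when adjusted over the list alone, 0 and 31 without the 2 displaced arrays, median log2 fold change of -0.69, adjusted p = 1.6e-18, adjusted p = 7.4e-04 with an estimated correlation); DDX10, NAT10 and NOLC1 have log2 fold changes of -1.25, -1.16 and -1.13. Of 59 splicing factors, 0 rose and 4 fell (0 and 4 when adjusted over the list alone, 6 and 16 without the 2 displaced arrays, median log2 fold change of -0.37, adjusted p = 5.2e-08, adjusted p = 0.13 with an estimated correlation, -0.17 with adjusted p = 0.0040 without the 2 displaced arrays), with PRPF8 at -0.62.

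**Figure D4:**
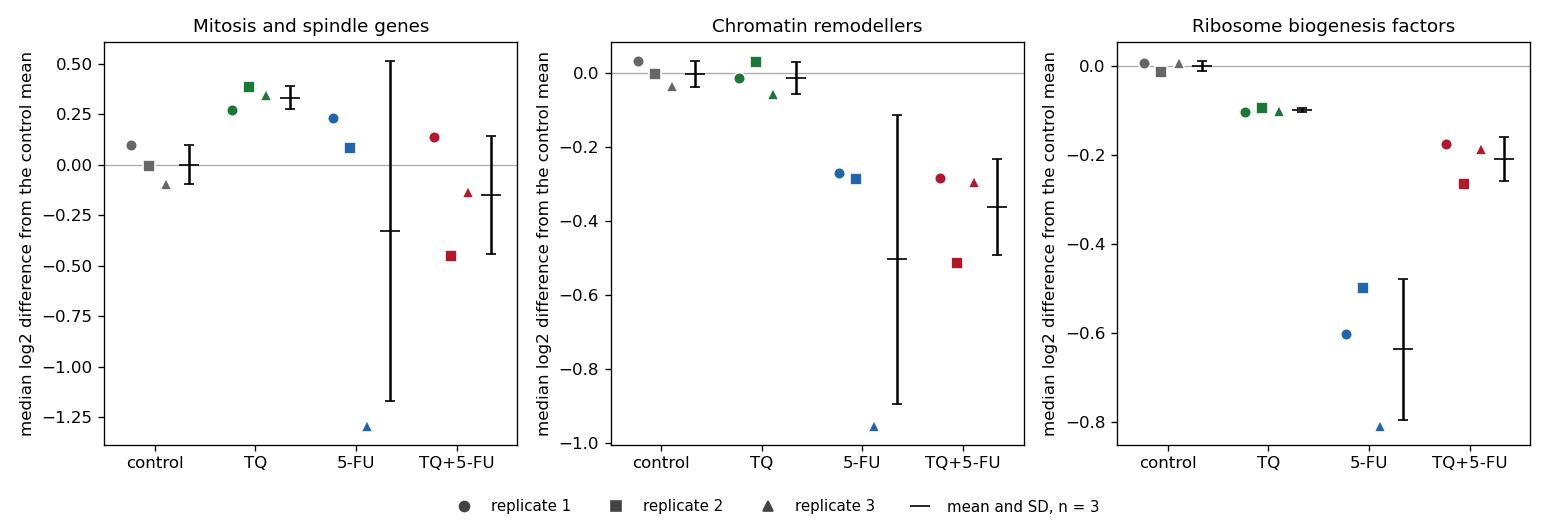
Median log2 difference from the control mean, per array, of mitosis genes, chromatin remodellers and ribosome biogenesis factors in the 4 groups; in all 3 the displaced arrays lie lowest in their own group.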

Functional enrichment analysis of transcripts downregulated following 5-fluorouracil treatment revealed significant overrepresentation of biological processes related to mitotic cell cycle progression, cell division, spindle organization, chromatin organization, and DNA-templated transcription (adjusted p < 0.05) (Figure 6). These findings indicate suppression of proliferative and transcriptional programs in response to 5-FU exposure.

**FIGURE 6:**
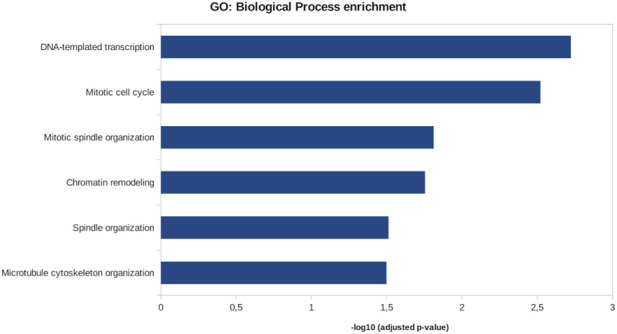
Functional enrichment analysis of transcripts downregulated in RKO colorectal cancer cells following 5-fluorouracil treatment. Significantly enriched Gene Ontology (GO) Biological Process categories are shown, highlighting pathways related to mitotic progression, spindle organization, chromatin remodeling, and transcriptional regulation. Bar plots represent enrichment significance expressed as −log_10_ (adjusted p-value).

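Targets of ATF4, the transcription factor that the kinases of eIF2α put to work, fell more often than they rose with 5-FU: of 32 genes, 1 rose and 10 fell (2 and 12 when adjusted over the list alone, 2 and 19 without the 2 displaced arrays, median log2 fold change of -0.48, adjusted p = 2.0e-06, adjusted p = 0.072 with an estimated correlation). CHAC1, which degrades glutathione, fell by 1.62 (standard error 0.28, adjusted p = 0.0068) and the amino acid transporter gene SLC7A5 by 1.47 (standard error 0.23, adjusted p = 0.0039) on the log2 scale; the 1 that rose is ATF3. Of 15 components of senescence-associated heterochromatin foci, 1 rose and 5 fell (1 and 6 when adjusted over the list alone, 1 and 9 without the 2 displaced arrays, median log2 fold change of -0.40, adjusted p = 5.6e-04, adjusted p = 0.092 with an estimated correlation). The linker histone gene H1-4, the lamin gene LMNB1 and the histone chaperone gene HIRA have log2 fold changes of -1.56, -1.47 and -0.94. Chaperones of the endoplasmic reticulum did not shift (median log2 fold change of -0.12, adjusted p = 0.070, 0.036 with adjusted p = 0.90 without the 2 displaced arrays): of 24 genes, 0 rose and 1 fell (0 and 1 when adjusted over the list alone, 4 and 6 without the 2 displaced arrays).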

Reactome pathway analysis additionally identified enrichment of pathways associated with EIF2AK1-mediated stress signaling and formation of senescence-associated heterochromatin foci, supporting induction of integrated stress responses, senescence-associated remodeling, and adaptive chromatin reprogramming (not shown).

### 3.4 Combined treatment

Global transcriptomic profiling of RKO cells exposed to combined thymoquinone and 5-fluorouracil treatment revealed substantial alterations in transcript expression. Of the 22,277 analyzed transcripts, 3,763 showed statistically significant differential expression (p < 0.05).

Application of increasingly stringent fold change thresholds progressively reduced the number of regulated transcripts (Figure 7). At FC ≥ 2.0, 343 transcripts remained significantly differentially expressed, while 66 transcripts exceeded FC ≥ 3.0, including 59 with p < 0.005 and 29 with p < 0.001.

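With both drugs HSPA6 rose by 3.86 (standard error 0.28, adjusted p = 1.0e-04) on the log2 scale, SNAI1 by 2.46 (standard error 0.26, adjusted p = 9.4e-04), and RGS20, a regulator of G protein signaling, by 2.42 (standard error 0.54, adjusted p = 0.046). RUFY2, KIAA0754, SPRY4, which restrains growth factor signaling, and the microtubule gene MTCL1 have log2 fold changes of -1.64, -1.60, -1.07 and -1.05, all past the threshold. At 2-fold, 187 probe sets of 107 genes pass, 147 higher and 40 lower, and 53 pass 3-fold. When the displaced arrays are left out, 343 pass at 2-fold, 303 higher and 40 lower, and hold 157 of the 187; 64 pass 3-fold.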

**FIGURE 7:**
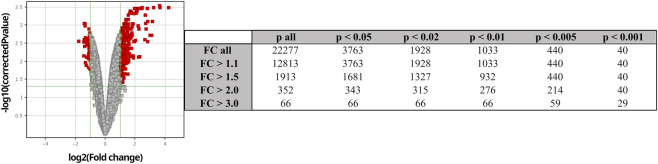
Volcano plot of differential gene expression in RKO colorectal cancer cells following combined thymoquinone and 5-fluorouracil treatment compared with control cells. Differentially expressed transcripts are highlighted in red. The accompanying table summarizes the number of transcripts meeting defined fold change (FC) and statistical significance thresholds.

Compared with single-agent treatments, the combination induced a more selective subset of strongly regulated genes, suggesting coordinated rewiring of shared signaling pathways rather than generalized transcriptional amplification.

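Some genes that 5-FU raised strongly rose less with TQ added. GDF15 rose by 2.78 (standard error 0.18, adjusted p = 4.8e-05) on the log2 scale with both drugs, a difference of -1.56 (standard error 0.18, adjusted p = 0.0037) from 5-FU, and ACTA2 by 2.26, a difference of -0.96 (standard error 0.20, adjusted p = 0.070) that did not pass. PLK3 stands at 8.71 (SD 0.34) with both and 9.94 (SD 0.53) with 5-FU (log2 signal, n = 3 each; difference -1.23, standard error 0.25, adjusted p = 0.059); without the 2 displaced arrays ACTA2 and PLK3 pass as well (adjusted p = 6.2e-04 and 0.0011). Across the 883 genes called in TQ or 5-FU, the combination's log2 fold change is by least squares 0.65 times that of TQ plus 0.51 times that of 5-FU. Simulated responses that add up give 0.86 (SD 0.26) and 0.91 (SD 0.19) on average with the same arrays' spread, and simulated averages of both drugs give 0.48 (SD 0.16) and 0.47 (SD 0.11). The TQ weight runs from 0.310 to 0.742 when each array is left out in turn, so it does not settle between these models. The 5-FU weight holds between 0.450 and 0.566 when each array is left out. Of 100 simulated responses that add up 6 give a 5-FU weight as low as 0.51, and of as many averages 31 give one as high, which leaves both models open. If the 2 displaced arrays are left out, the weights are 0.44 and 0.51 over 5475 genes. Their other probe sets passed in part: 0 of 1 for GDF15 and 0 of 1 for PLK3 (1 with the opposite sign). From a set of strongly regulated genes that it calls more selective, the paper proposes that the combination rewires shared pathways instead of amplifying the response.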

Functional enrichment analysis of transcripts upregulated following combined TQ and 5-FU treatment revealed significant overrepresentation of biological processes related to regulation of apoptosis, extrinsic apoptotic signaling, DNA damage response, and cellular stress response (adjusted p < 0.05). 

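A part of the stress genes listed rose with the combination. Of 40 immediate early genes, 15 rose and 1 fell (25 and 2 when adjusted over the list alone, 27 and 5 without the 2 displaced arrays); GADD45B, a stress sensor gene, rose by 2.57 (standard error 0.21, adjusted p = 2.4e-04) on the log2 scale and ARC by 3.29 (standard error 0.37, adjusted p = 0.0014). Of 26 heat shock chaperones, 3 rose and 0 fell (5 and 0 when adjusted over the list alone, 11 and 0 without the 2 displaced arrays): HSPA6, DNAJB1 (1.01) and HSPA1L (0.72). Heme oxygenase, HMOX1, rose by 1.23. Of 29 NRF2 targets, 6 rose and 1 fell (6 and 1 when adjusted over the list alone, 8 and 2 without the 2 displaced arrays). In death receptor signaling, TNFAIP3 rose by 1.21 (standard error 0.11, adjusted p = 3.7e-04), and of 28 genes, 1 rose and 0 fell (1 and 0 when adjusted over the list alone, 8 and 2 without the 2 displaced arrays, median log2 fold change of 0.12, adjusted p = 0.055; adjusted p = 0.022 without the 2 displaced arrays). In limma's test, of 20 BCL-2 family and apoptosome genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone, 5 and 1 without the 2 displaced arrays), with 4 higher and 0 lower at an unadjusted p under 0.05; camera gives that list a median log2 fold change of 0.15, adjusted p = 0.028, adjusted p = 0.35 with an estimated correlation, 0.068 with adjusted p = 0.041 without the 2 displaced arrays, and fry, against no change, adjusted p = 0.070. The shifts of the other lists are: immediate early genes, median log2 fold change of 0.65, adjusted p = 2.4e-19, adjusted p = 0.13 with an estimated correlation; heat shock chaperones, median log2 fold change of 0.13, adjusted p = 0.0039, adjusted p = 0.062 with an estimated correlation, 0.33 with adjusted p = 0.0013 without the 2 displaced arrays; NRF2 targets, median log2 fold change of 0.10, adjusted p = 0.011, adjusted p = 0.33 with an estimated correlation. Other probe sets of these genes passed in part: 2 of 3 for GADD45B and 0 of 1 for DNAJB1.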

Additional enrichment of terms associated with regulation of gene expression and RNA polymerase II–mediated transcription suggests coordinated activation of transcriptional regulatory programs (Figure 8A).

**FIGURE 8:**
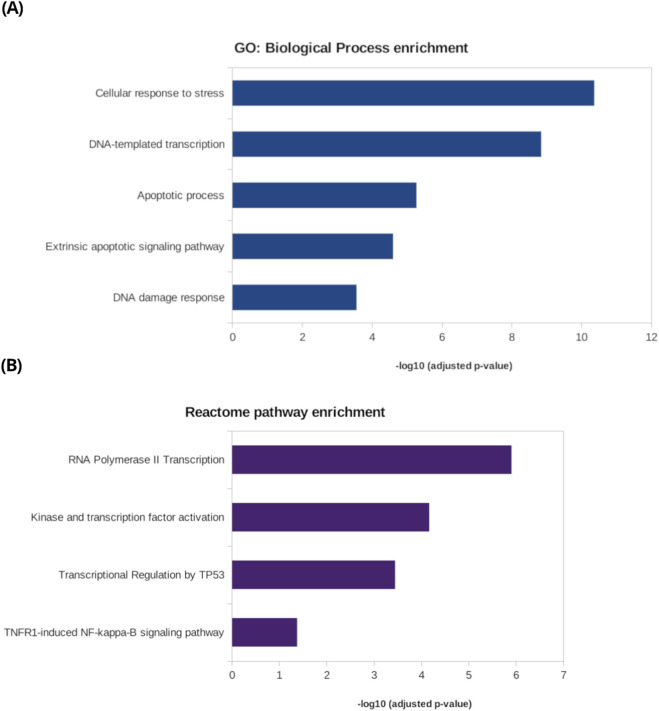
Functional enrichment analysis of transcripts upregulated in RKO colorectal cancer cells following combined thymoquinone and 5-fluorouracil treatment. **(A)** Significantly enriched Gene Ontology Biological Process categories. **(B)** Significantly enriched Reactome pathways, highlighting stress response, apoptotic signaling, TP53 regulation, and TNFR1/NF-κB–related pathways. Bar plots represent enrichment significance expressed as −log_10_ (adjusted p-value).

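The p53 targets DDB2, a damage recognition factor gene, MDM2, which degrades p53, and TP53I3 rose by 1.61 (standard error 0.11, adjusted p = 7.3e-05), 1.60 (standard error 0.20, adjusted p = 0.0029) and 2.14 (standard error 0.13, adjusted p = 3.6e-05) on the log2 scale with both drugs. Of 31 direct p53 targets, 11 rose and 0 fell (21 and 0 when adjusted over the list alone, 24 and 0 without the 2 displaced arrays, median log2 fold change of 0.94, adjusted p = 6.2e-25, adjusted p = 1.9e-04 with an estimated correlation). Per array their median against control is 1.03, 0.80 and 0.99 in TQ+5-FU replicates 1, 2 and 3. Among 28 NF-κB targets, 4 rose and 1 fell (8 and 1 when adjusted over the list alone, 11 and 1 without the 2 displaced arrays, median log2 fold change of 0.24, adjusted p = 6.5e-05, adjusted p = 0.27 with an estimated correlation): TRAF1 and IER3 rose by 1.31 and 0.93, and PLAU fell by 0.78. Their median per array is 0.10, 0.44 and 0.31. Of further probe sets, these passed: 0 of 4 for MDM2.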

Reactome pathway analysis further identified significant enrichment of TP53-mediated transcriptional regulation and TNFR1-induced NF-κB signaling pathways, supporting activation of interconnected stress-, survival-, and apoptosis-related signaling cascades in response to combination treatment (Figure 8B). In contrast, downregulated transcripts did not show significant enrichment of specific GO Biological Process or Reactome categories. These findings suggest that combined treatment promotes a coordinated cell fate response rather than simple additive cytotoxicity.

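Chromatin remodellers shifted down with both drugs: of 58 genes, 0 rose and 8 fell (1 and 13 when adjusted over the list alone, 3 and 28 without the 2 displaced arrays, median log2 fold change of -0.38, adjusted p = 7.8e-11, adjusted p = 0.0086 with an estimated correlation). Among the genes lowered at least 2-fold, 0 of them are found (Fisher's exact test, adjusted p = 1.00). EP400, of a histone acetyltransferase complex, fell by 0.86 (standard error 0.11, adjusted p = 0.0029) on the log2 scale, and the deacetylase gene HDAC4 and the methyltransferase gene NSD2 have log2 fold changes of -0.76 and -0.67. The ribosome biogenesis factors NAT10 and POLR1B have -0.66 and -0.56. Of 42 such factors, 0 rose and 2 fell (0 and 4 when adjusted over the list alone, 2 and 16 without the 2 displaced arrays, median log2 fold change of -0.18, adjusted p = 2.3e-06, adjusted p = 0.017 with an estimated correlation). INCENP, of the chromosomal passenger complex, fell by 0.91. Of 52 mitosis genes, 0 rose and 1 fell (0 and 2 when adjusted over the list alone, 7 and 14 without the 2 displaced arrays), and the list's shift (median log2 fold change of -0.21, adjusted p = 0.0012, adjusted p = 0.47 with an estimated correlation) turns to a median of 0.040 without the 2 displaced arrays. The splicing factors PRPF8 and CLK2 have -0.77 and -0.49. Of 59 splicing factors, 0 rose and 3 fell (0 and 3 when adjusted over the list alone, 6 and 12 without the 2 displaced arrays, median log2 fold change of -0.063, adjusted p = 0.0042, adjusted p = 0.35 with an estimated correlation, -0.024 with adjusted p = 0.53 without the 2 displaced arrays). Other lists are DNA replication (median log2 fold change of -0.20, adjusted p = 2.3e-04, adjusted p = 0.18 with an estimated correlation, -0.11 with adjusted p = 0.059 without the 2 displaced arrays) and heterochromatin foci (median log2 fold change of -0.12, adjusted p = 0.031, adjusted p = 0.23 with an estimated correlation, -0.24 with adjusted p = 0.026 without the 2 displaced arrays). The paper's search covered Gene Ontology and Reactome categories in general, of which these lists are a small part.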

### 3.5 Shared transcriptional response to TQ, 5-FU, and combination treatment

To identify genes commonly regulated across all treatment conditions, overlap analysis was performed using significantly differentially expressed transcripts (FC ≥ 2.0, p < 0.05).

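ID2, GADD45B, FOS, ARC and HSPA6 are the genes raised at least 2-fold under each treatment, in 8 probe sets that are all higher, 1 of which names several genes. GADD45B rose by 1.69 (standard error 0.21, adjusted p = 0.015) with TQ and 1.02 (standard error 0.21, adjusted p = 0.016) with 5-FU on the log2 scale, and HSPA6 by 1.16 (standard error 0.28, adjusted p = 0.033) with 5-FU. Without the 2 displaced arrays 70 probe sets pass in all 3, 68 higher and 2 lower, 5 of the 8 among them; GADD45B and HSPA6 then stay under 2-fold with 5-FU, at 0.78 and 0.85. Because every comparison uses the same 3 controls, overlap can arise from their noise. Responses simulated without any shared effect gave a median of 0 and at most 0 past both thresholds. At 2-fold alone, without the p threshold, they gave a median of 0, a mean of 54.8 and at most 1287. The 0 thus does not exclude overlap from the controls. Chance draws of lists of these sizes would share 0.00219 higher probe sets and 8.8e-05 lower. TQ and 5-FU share 8 higher probe sets (0.331 by chance) and 0 lower (0.0486), TQ and the combination 18 (0.132) and 3 (0.0108), and 5-FU and the combination 91 (2.44) and 28 (0.324). The covariance of the log2 fold changes is -0.0346 for TQ and 5-FU (simulated 0.0563, SD 0.0905), 0.0392 for TQ and the combination (0.0601, SD 0.0964) and 0.101 for 5-FU and the combination (0.0597, SD 0.0829), all within 2 SD of responses without a shared effect. With the controls split, 1 for a treatment and the other 2 for its partner, the covariance is on average over 6 ways -0.0407, 0.0330 and 0.0947 (from -0.0787, 0.00623 and 0.0722 to -0.00445, 0.0599 and 0.114). The numbers of shared probe sets were not counted this way, so a part of them can come from the controls.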

Venn diagram analysis revealed 64 transcripts shared among thymoquinone, 5-fluorouracil, and combination treatment groups (Figure 9). The complete list of shared transcripts is presented in Supplementary Table S2.

**FIGURE 9:**
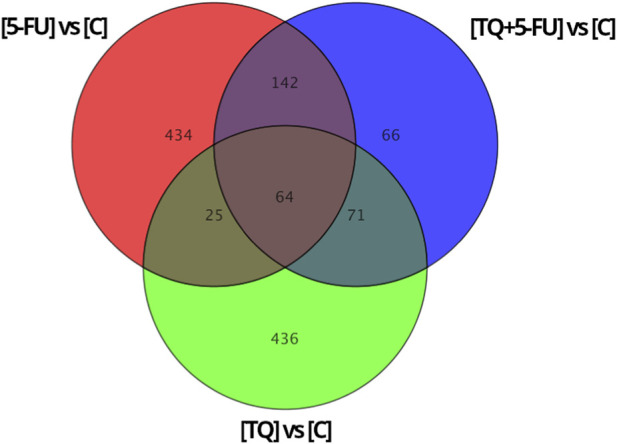
Venn diagram showing the overlap of significantly differentially expressed transcripts (FC ≥ 2.0, p < 0.05) in RKO colorectal cancer cells following thymoquinone [TQ], 5-fluorouracil [5-FU], and combined treatment [TQ+5-FU], each compared with untreated control cells [C]. A total of 64 transcripts were commonly regulated across all treatment conditions and used to define the core treatment-responsive gene signature.

When multiple probe sets corresponded to the same gene symbol, redundant entries were consolidated by retaining the probe set with the highest absolute fold change value. Following this filtering step, 54 unique genes were retained for subsequent functional and network analyses, representing a core transcriptional signature consistently modulated across all treatment conditions.

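Of the 54 genes, 51 have a probe set of their own in the annotation used; none is named BIRC3 or EGR2 there, MIR22HG shares its probe set with another gene, and the 3 were not analysed here. ID2, ARC and FOS rose under each treatment. RGS20 rose with the combination, where 6 of the 51 rose, against 3 with TQ and 5 with 5-FU; when adjusted over the list alone, 10 rose with TQ, 5 with 5-FU and 8 with both. TNC, the 1 gene listed as lower, fell under each, by 0.98 (standard error 0.14, adjusted p = 0.0024) with 5-FU and 1.30 (standard error 0.14, adjusted p = 0.0011) with both on the log2 scale. 49, 47 and 50 genes have a log2 fold change above 0 with TQ, 5-FU and both, with medians of 1.24, 0.60 and 0.98. These genes move with the displaced arrays: their median lies -2.59 from the other 5-FU arrays in 5-FU replicate 3, and -1.18 from the others in TQ+5-FU replicate 2. With those 2 arrays left out, 49, 50 and 50 rose, with medians of 1.24, 1.44 and 1.34. As a list they shifted up with TQ (median log2 fold change of 1.24, adjusted p = 7.6e-27, adjusted p = 0.19 with an estimated correlation), with 5-FU (median log2 fold change of 0.60, adjusted p = 0.0017, adjusted p = 0.69 with an estimated correlation) and with both (median log2 fold change of 0.98, adjusted p = 1.8e-13, adjusted p = 0.34 with an estimated correlation). The study chose the list on these samples, so this is not independent evidence. From the overlap the paper proposes that the treatments converge on pathways of cell fate.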

This shared gene set suggests convergence of distinct treatments on common pathways governing cell fate decisions.

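BIRC2, an inhibitor of apoptosis gene in the TNF receptor complex, has log2 fold changes of 1.33, 0.70 and 0.98 with TQ, 5-FU and both, and FAS, which encodes a death receptor, stands at 10.15 (SD 1.89) with 5-FU and 10.09 (SD 0.84) with both (log2 signal, n = 3 each). No probe set is named BIRC3 in the annotation used. The chaperone genes DNAJB4 and HSPA4L have log2 fold changes of 1.20, 0.27 and 0.98, and of 1.12, 0.57 and 0.61, in the same order. The Wnt receptor gene FZD6 has 1.18, -0.14 and 0.63, the transcription factor gene MYBL1 1.73, 1.62 and 1.61 and the translation factor gene EIF5 0.98, 0.35 and 1.01. None of these genes passed under any treatment; FOS did under all 3 (adjusted p = 0.0078, 5.8e-04 and 1.2e-04). In 5-FU replicate 3 BIRC2 lies -2.44 and DNAJB4 -3.70 from the other 5-FU arrays, and without the 2 displaced arrays all of them pass under each treatment (for 5-FU, adjusted p = 1.3e-05 for BIRC2, 2.0e-04 for DNAJB4, 8.1e-05 for HSPA4L, 8.7e-04 for FZD6, 2.9e-05 for MYBL1 and 1.0e-04 for EIF5).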

The shared gene set included functionally relevant clusters associated with apoptosis/cell fate (*FAS, BIRC2, BIRC3*), stress response (*DNAJB4, HSPA4L, FOS*), and signaling or transcriptional regulation (*FZD6, MYBL1, EIF5*), supporting convergence on common adaptive and cell death–related pathways.

Functional enrichment analysis of the 54 shared genes revealed significant overrepresentation of pathways associated with necroptosis and TNF-mediated signaling (Table 3). KEGG analysis further identified enrichment of the TNF signaling pathway, apoptosis, and Hippo signaling, whereas Reactome highlighted TNFR1-induced pro-apoptotic signaling and kinase-dependent transcriptional activation. Collectively, these findings indicate convergence of all treatment conditions on TNF-centered cell death signaling and stress-responsive transcriptional programs.

**TABLE 3:** Functional enrichment analysis of the shared gene signature converging across thymoquinone (TQ), 5-fluorouracil (5-FU), and combined treatment conditions. Representative genes indicate selected genes contributing to enrichment of each pathway term.

Term	Adjusted p-value	Representative genes
GO: Biological process		
Necroptotic process	9.13 × 10^−5^	*BIRC2,BIRC3,FAS,CYLD*
Ripoptosome assembly	4.70 × 10^−3^	*BIRC2,CYLD*
KEGG pathways		
TNF signaling pathway	9.13 × 10^−5^	*BIRC2,MAP3K8,FOS,BIRC3,FAS,CYLD*
Apoptosis	4.37 × 10^−3^	*BIRC2,FOS,BIRC3,FAS,EIF2AK3*
Hippo signaling pathway	8.93 × 10^−3^	*ID2,BIRC2,FZD6,STK3,BIRC3*
Reactome		
Nuclear events (kinase and transcription factor activation)	1.61 × 10^−2^	*ID2,EGR2,FOS,ARC*
TNFR1-induced proapoptotic signaling	2.67 × 10^-^	*BIRC2,BIRC3,CYLD*

To assess transcriptomic interactions between thymoquinone and 5-fluorouracil, interaction terms were estimated using a deviation-from-additivity model based on log_2_ fold change values. The analysis revealed predominantly negative interaction values across the shared gene set, indicating that the combined treatment generally did not exceed the expected additive response derived from individual drug responses.

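The interaction term, the log2 change with both drugs minus the sum of the single-drug changes, is -1.24 (standard error 0.25, adjusted p = 0.12) for ID2, -1.0 (standard error 0.31, adjusted p = 0.42) for FOS and -1.24 (standard error 0.77, adjusted p = 1.00) for RGS20. Of the 51 genes analysed, 50 have a term below 0 (98.0%, 95% confidence interval 89.6 to 99.95%), with a median of -0.79, TNC being the exception. TNC fell under each treatment. Its term of 0.96 means a smaller fall with both drugs (-1.30) than the sum of the single-drug changes (-2.26), so it falls short of the sum too. In limma's test none of them passed; at an unadjusted p under 0.05 4 terms are below 0 and 1 above. When the displaced arrays are left out, 50 are below 0, with a median of -1.22, and 42 passed below 0 and 1 above. Counted on the linear scale 46 of 51 fall short. Against the larger of both single-drug changes 36 do. The interval treats genes as independent, which genes of 1 set of arrays are not, and the set was chosen by its change against the same 3 controls that enter each term. From the mostly negative terms the paper concludes that the combination generally did not exceed an additive response.

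**Figure D5:**
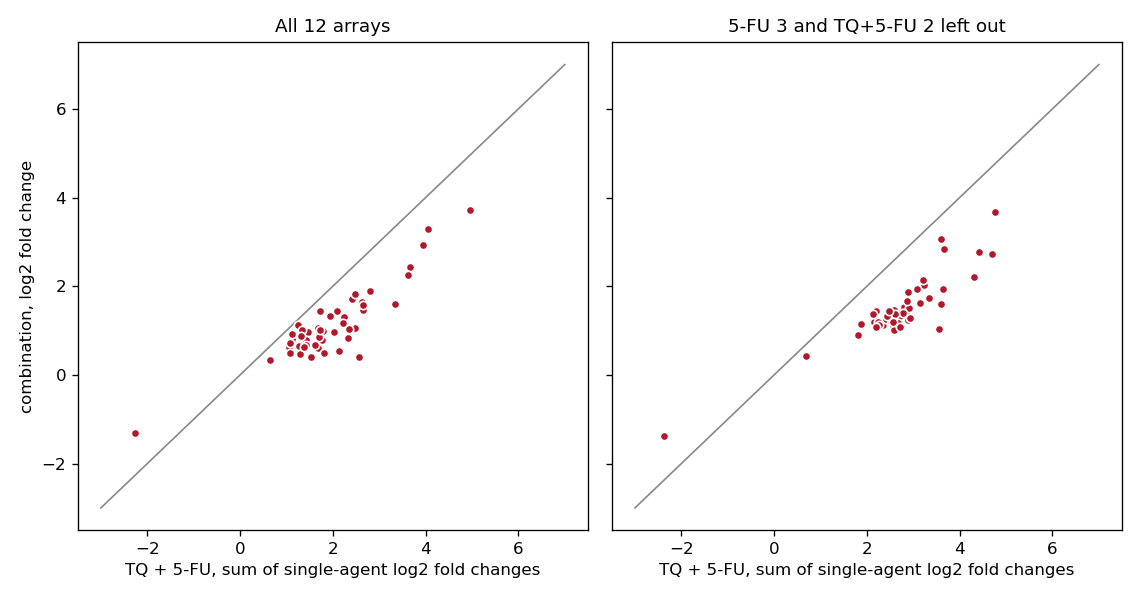
Log2 fold change of the combination against the sum of the single-drug changes for the 51 genes, with all arrays and without the 2 displaced arrays; the line marks additivity.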

However, although the combined treatment generally did not exceed the expected additive transcriptional response, a subset of genes displayed higher logFC values in the combination group than in at least one single-agent treatment, and in several cases the combined treatment produced the strongest overall transcriptional response.

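ID2's log2 fold change with both drugs (3.73) exceeds that with TQ (2.75) and with 5-FU (2.21). FOS (2.93) and ARC show the same order; HSPA6 and GADD45B, which lie outside the list, do too. Of the 51 genes, 17 lie higher with both drugs than with TQ, 44 higher than with 5-FU, and 15 higher than with either. If the 2 displaced arrays are left out, these counts are 37, 18 and 17. In limma's test of the difference, 1 gene passed against TQ (ID2, adjusted p = 0.035) and 1 against 5-FU (ID2, adjusted p = 0.0046).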

These findings suggest selective enhancement of treatment-responsive genes within a sub-additive global framework, indicating that combined treatment primarily reconfigures transcriptional response networks rather than uniformly amplifying transcript abundance in a synergistic manner.

### 3.6 Interaction network analysis and clinical relevance of selected genes

The constructed protein–protein interaction network comprised 53 nodes and 16 edges, exceeding the expected number of interactions for a random gene set of comparable size (expected edges = 10; PPI enrichment p < 0.05). These findings indicate that the shared genes form a biologically interconnected functional module rather than a random collection of transcripts (Figure 10A).

**FIGURE 10:**
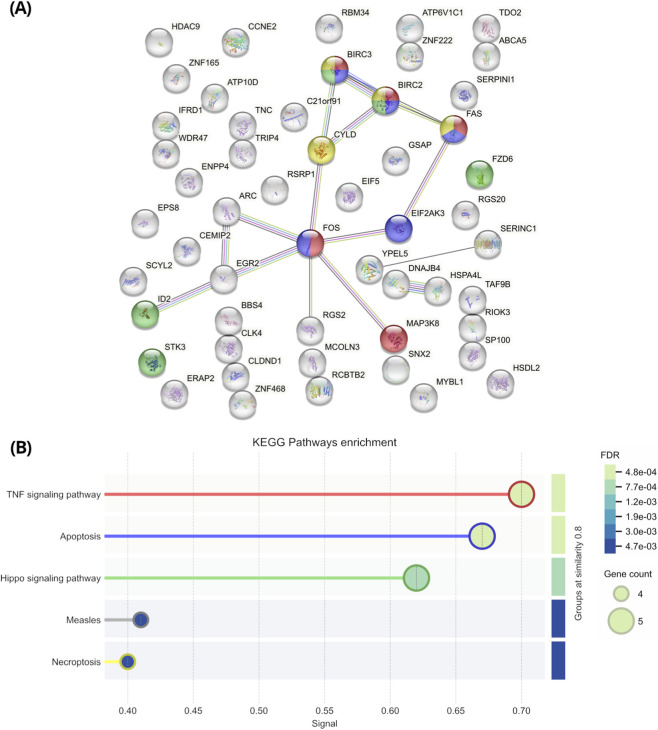
Interaction network and pathway enrichment analysis of the shared gene signature in RKO colorectal cancer cells following thymoquinone, 5-fluorouracil, and combined treatment. **(A)** Protein–protein interaction network highlighting key hub genes, including BIRC2, BIRC3, FAS, CYLD, and FOS. **(B)** KEGG pathway enrichment analysis demonstrating significant clustering within TNF signaling, apoptosis, necroptosis, and Hippo pathways.

Central nodes within the network included *BIRC2, BIRC3, FAS, CYLD*, and *FOS,* representing key regulators of TNF-mediated apoptotic and necroptotic signaling. KEGG pathway mapping further demonstrated clustering of proteins involved in TNF signaling, apoptosis, necroptosis, and Hippo pathways, supporting the functional coherence of the identified transcriptional signature (Figure 10B).

Overall, the observed network connectivity indicates coordinated regulation of cell death–associated signaling pathways across treatment conditions. These central nodes define a TNF-centered regulatory axis governing the balance between cell survival and programmed cell death.

Based on network topology and pathway associations, *BIRC2, BIRC3, FAS, CYLD, EIF2AK3, ID2, MAP3K8, FOS, STK3*, and *FZD6* were selected for subsequent validation and clinical correlation analyses.

To further investigate functional relationships among the shared genes, network analysis was performed using GeneMANIA. The resulting network demonstrated extensive functional connectivity, supported predominantly by co-expression, pathway co-membership, and shared protein domain evidence (Figure 11).

**FIGURE 11:**
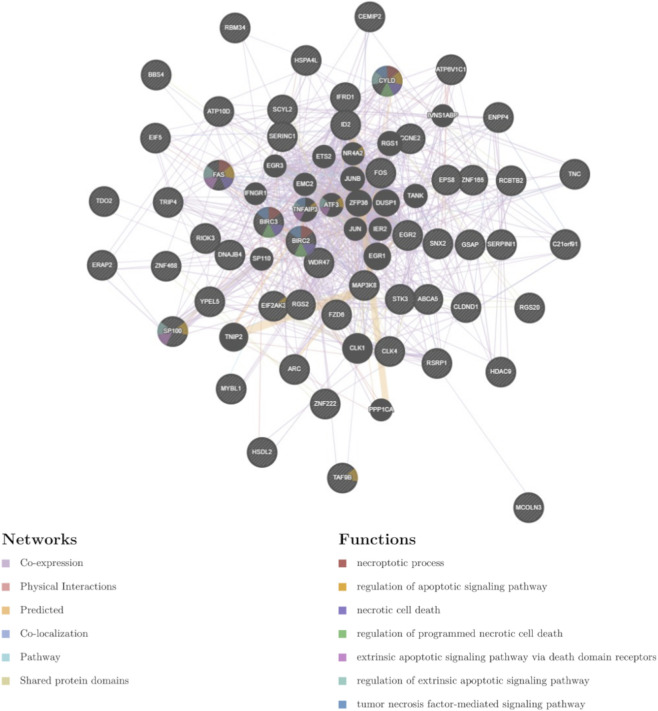
Gene interaction network of the shared gene signature generated using GeneMANIA. Nodes represent genes, and edges indicate functional associations based on co-expression, physical interactions, predicted interactions, co-localization, pathway co-membership, and shared protein domains. Key genes, including *BIRC2, BIRC3, FAS, CYLD*, and *EIF2AK3*, form a central cluster associated with TNF signaling, apoptosis, and necroptosis. Colored segments within nodes denote predominant functional annotations related to cell death–associated processes, highlighting a coordinated, TNF-centered regulatory network underlying treatment-induced cell fate responses.

A prominent functional cluster was observed around key regulators of cell death–related signaling, including *BIRC2, BIRC3, CYLD, FAS*, and *EIF2AK3.* Several of these genes were associated with multiple enriched pathways, including TNF signaling, apoptosis, and necroptosis, indicating coordinated regulation of cell death–related processes. These findings further support the biological coherence of the identified transcriptional signature and reinforce the selection of central network components for subsequent analyses.

Collectively, these results support the presence of a coordinated, TNF-centered regulatory network governing treatment-induced cell fate decisions.

UALCAN analysis was performed to assess the clinical relevance of selected candidate genes in colorectal cancer tissues using TCGA datasets. Genes were selected from the microarray dataset based on significant differential expression (FC ≥ 2.0) and their involvement in key pathways related to programmed cell death and TNF-mediated signaling, as identified in functional enrichment analyses. Several of these genes were also included in subsequent RT-qPCR validation due to their potential regulatory roles in apoptosis, necroptosis, and inflammatory signaling.

The analysis revealed that key regulators of cell death pathways, including *FAS, CYLD, EIF2AK3*, *ID2, BIRC2*, and *BIRC3,* were significantly downregulated in colorectal adenocarcinoma tissues compared with normal colon samples. In contrast, *STK3, FZD6*, and *MAP3K8* were upregulated in tumor tissues, while no significant differences in *FOS* expression were observed between tumor and normal samples (Figure 12).

**FIGURE 12:**
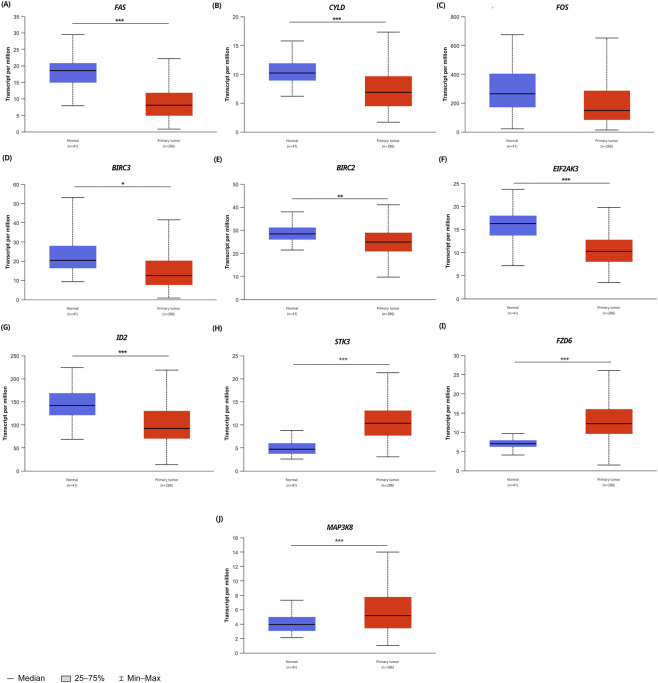
Expression levels of selected cell death- and stress-related genes in colorectal cancer tissues compared with normal colon samples based on UALCAN/TCGA analysis. Panels show: **(A)** *FAS*, **(B)** *CYLD*, **(C)** *FOS*, **(D)** *BIRC3*, **(E)** *BIRC2*, **(F)** *EIF2AK3*, **(G)** *ID2*, **(H)** *STK3*, **(I)** *FZD6*, and **(J)** *MAP3K8*. Data are presented as transcripts per million. Box plots represent gene expression levels in normal and tumor tissues. Genes involved in cell death and TNF-related signaling (*FAS, CYLD, EIF2AK3, ID2, BIRC2, BIRC3*) are predominantly downregulated in tumor samples, whereas STK3, FZD6, and MAP3K8 show increased expression. Statistical significance is indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001. These patterns indicate suppression of cell death–related pathways and concurrent activation of pro-survival signaling in colorectal cancer tissues.

Notably, treatment of colorectal cancer cells with thymoquinone, 5-fluorouracil, or their combination resulted in increased expression of all selected genes compared with untreated controls. These findings suggest that the applied treatments may partially restore the activity of cell death–and TNF-related signaling pathways that are suppressed during colorectal cancer progression. These patterns indicate suppression of cell death–related pathways and concurrent activation of pro-survival signaling in colorectal cancer tissues.

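ID2 and FOS rose under each treatment, and no other selected gene passed. FAS has the largest change among the others, 2.32 (standard error 0.75, adjusted p = 0.11) with 5-FU and 2.26 (standard error 0.75, adjusted p = 0.20) with both drugs on the log2 scale. MAP3K8, a kinase gene upstream of ERK and NF-κB, has 1.86 with TQ (adjusted p = 0.11), 0.76 with 5-FU and 1.65 with both (adjusted p = 0.068). The 9 selected genes with a probe set, BIRC2, CYLD, EIF2AK3, FAS, FOS, FZD6, ID2, MAP3K8 and STK3, all have a positive log2 fold change except FZD6 with 5-FU (standard error 0.88, adjusted p = 0.94). FZD6 is among the genes lowest in 5-FU replicate 3 against its replicates. Without the 2 displaced arrays all 9 pass under each treatment, FAS by 3.41 with 5-FU (adjusted p = 3.7e-07) and 2.72 with both (adjusted p = 2.7e-06), and FZD6 by 1.16 with 5-FU. From these increases the paper proposes that treatment partly restores cell death and TNF signaling.

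**Figure D6:**
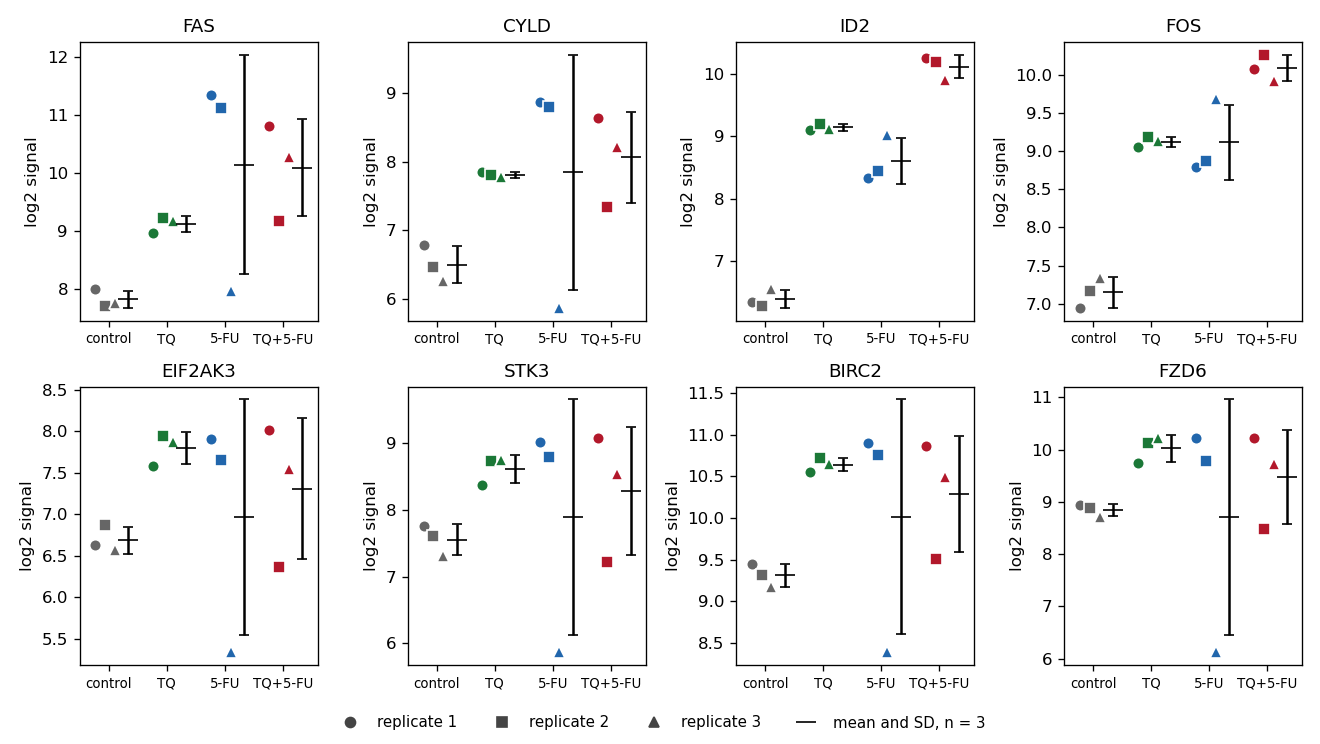
Log2 signals of 8 of the selected genes in the 4 groups, 3 arrays each; the shape of the marker gives the replicate number.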

### 3.7 RT-qPCR validation of selected genes

Based on the microarray analysis, *CYLD, BIRC3, EIF2AK3, ID2*, and *STK3* were selected for RT-qPCR validation due to their significant differential expression (FC ≥ 2.0) and involvement in key signaling pathways associated with programmed cell death and TNF-mediated signaling (Figure 13). These genes were considered representative components of the identified transcriptional signature, encompassing regulators of apoptosis, stress response, and signaling pathways implicated in cell fate determination. 

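EIF2AK3, the endoplasmic reticulum kinase that phosphorylates eIF2α, has log2 fold changes of 1.11 (standard error 0.61, adjusted p = 0.63) with TQ, 0.28 (standard error 0.61, adjusted p = 0.81) with 5-FU and 0.62 (standard error 0.61, adjusted p = 1.00) with both. In 5-FU replicate 3 it lies -2.44 from the other 5-FU arrays, and without the 2 displaced arrays it rose by 1.11, 1.09 and 1.09 (adjusted p = 6.4e-04, 5.6e-04 and 0.0011). CYLD and STK3 likewise pass there and not in the single fit of all arrays, whereas ID2 passes in both. By limma on the groups compared only, all 4 pass with TQ. BIRC3 is not analysed here.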

Due to the exploratory transcriptomic nature of the study, RT-qPCR validation was performed for a representative subset of genes rather than all differentially expressed candidates identified in the microarray and network analyses.

**FIGURE 13:**
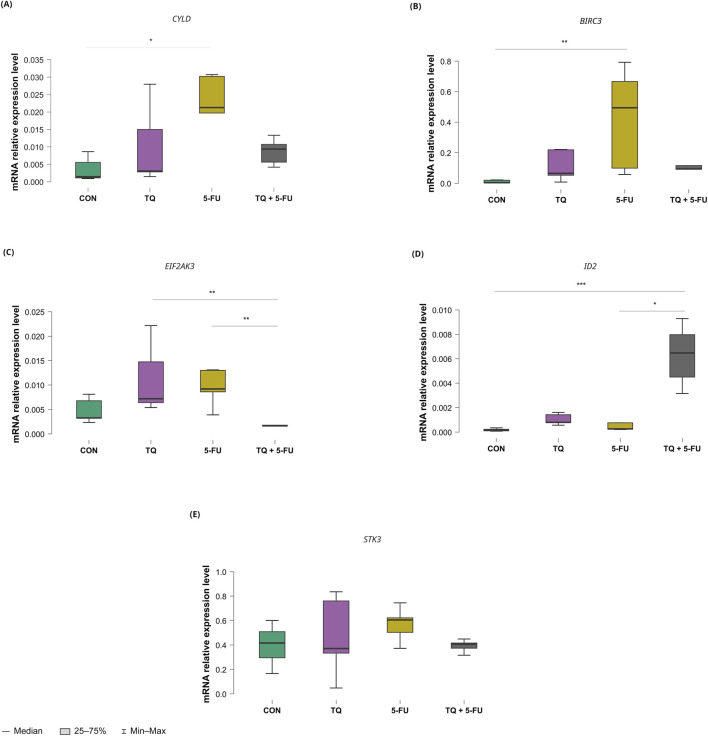
RT-qPCR validation of selected genes in RKO colorectal cancer cells following treatment with thymoquinone (TQ), 5-fluorouracil (5-FU), or their combination (TQ+5-FU). Relative mRNA expression levels of *CYLD* **(A)**, *BIRC3* **(B)** *, EIF2AK3* **(C)** *, ID2* **(D)**, and *STK3* **(E)** are shown. Data are presented as median with interquartile range (IQR). Statistical significance was determined using the Kruskal–Wallis test followed by *post hoc* pairwise comparisons (*p < 0.05; **p < 0.01; ***p < 0.001).

*CYLD* expression was significantly increased in RKO cells treated with 5-FU compared with untreated controls (p < 0.05), consistent with the microarray data (FC = 4.91). Similarly, *BIRC3* expression was significantly upregulated following 5-FU treatment (p < 0.01), confirming the transcriptomic findings. No statistically significant differences were observed for these genes under other treatment conditions despite fold changes exceeding 2.0 in the microarray analysis.

*EIF2AK3* expression did not differ significantly from control levels in any treatment group, despite increased expression detected in the microarray dataset. However, expression in the combination group was significantly reduced compared with both monotherapies (p < 0.01).

*ID2* expression was significantly increased exclusively in the combination treatment group (p < 0.001), in agreement with the microarray results. In contrast, the elevated expression observed in TQ and 5-FU monotherapies at the microarray level was not confirmed by RT-qPCR.

No statistically significant differences in *STK3* expression were detected between groups, likely reflecting the relatively modest fold changes observed in the microarray analysis.

Overall, RT-qPCR validation confirmed key microarray findings while also revealing gene- and treatment-specific differences in expression patterns. Although the general direction of expression changes was consistent for several analyzed genes, discrepancies in expression magnitude and statistical significance were observed for selected targets. Such differences are relatively common in transcriptomic studies and may result from methodological differences between microarray hybridization and PCR-based transcript quantification, including differences in sensitivity, dynamic range, probe specificity, normalization procedures, amplification efficiency, and transcript abundance. In addition, biological variability and relatively modest fold changes observed for selected genes may further contribute to differences between both analytical platforms.

### 3.8 Western blot analysis of Fas expression

Western blot analysis revealed differential regulation of Fas protein expression across treatment conditions (Figure 14). Full-length, uncropped Western blot images are shown in Supplementary Figure S1. Densitometric quantification normalized to β-actin demonstrated a significant overall effect of treatment on Fas protein expression (one-way ANOVA, F (3,8) = 20.11, p = 0.00044), which was primarily associated with increased Fas levels in the 5-FU and TQ+5-FU treatment groups.

**FIGURE 14:**
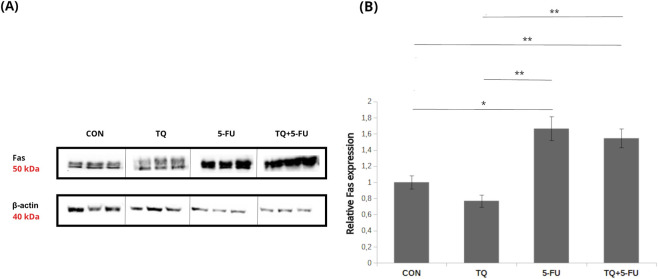
Western blot analysis of Fas protein expression in RKO colorectal cancer cells following treatment with thymoquinone (TQ), 5-fluorouracil (5-FU), or their combination (TQ+5-FU). **(A)** Representative immunoblots of Fas and β-actin. **(B)** Densitometric quantification of Fas expression normalized to β-actin. Images were cropped for clarity; non-adjacent lanes are indicated by vertical lines. Data are presented as mean ± SD from three independent experiments (n = 3). Statistical significance was determined using one-way ANOVA followed by Tukey’s *post hoc* test (*p < 0.05; **p < 0.01).

Treatment with 5-FU significantly increased Fas expression (1.67-fold vs. control), as did the combined TQ+5-FU treatment (1.54-fold vs. control). In contrast, TQ alone did not significantly alter Fas protein levels (0.77-fold vs. control).

Post hoc Tukey’s test confirmed significant differences between control and 5-FU-treated cells, as well as between control and the combination group. Moreover, both 5-FU and TQ+5-FU treatments differed significantly from TQ alone, whereas no significant difference was observed between 5-FU and TQ+5-FU groups.

These results indicate that 5-FU is the primary driver of Fas protein upregulation, whereas TQ alone does not independently induce Fas expression at the protein level. However, TQ also does not attenuate the effect of 5-FU in the combination setting. Importantly, the potential modulatory effect of TQ on treatment response is unlikely to depend exclusively on direct regulation of FAS expression, but rather on coordinated reprogramming of multiple interconnected stress- and cell death–related signaling pathways identified in the transcriptomic analyses.

To summarize the observed transcriptional changes and their functional implications, a schematic model of the proposed mechanism underlying the interaction between thymoquinone and 5-fluorouracil is presented (Figure 15). This model highlights network-level reprogramming of cell death pathways rather than classical transcriptional synergy.

**FIGURE 15:**
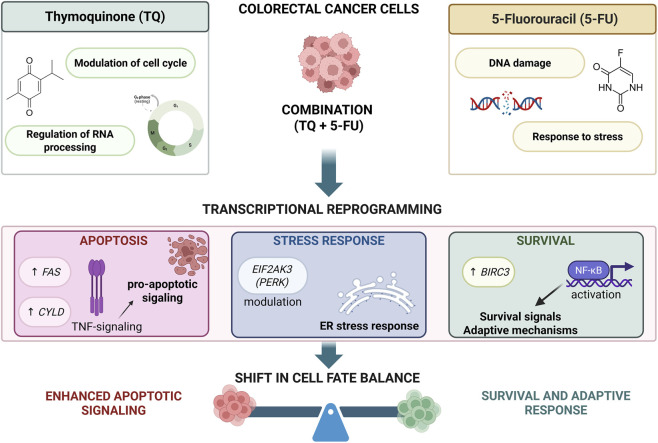
Network-level modulation of 5-fluorouracil response by thymoquinone in colorectal cancer cells. Schematic representation of the transcriptional reprogramming induced by thymoquinone (TQ), 5-fluorouracil (5-FU), and their combination in colorectal cancer cells. TQ primarily modulates cell cycle progression and RNA processing, whereas 5-FU induces DNA damage and activates cellular stress responses. Combined treatment results in coordinated transcriptional reprogramming, affecting key signaling pathways involved in apoptosis (↑*FAS*, ↑*CYLD*), stress response (*EIF2AK3/PERK*), and survival mechanisms *(↑BIRC3*, NF-κB activation). These interactions reflect network-level modulation rather than classical transcriptional synergy. The integration of these pathways leads to a shift in the balance between pro-apoptotic signaling and adaptive survival responses, highlighting the role of TQ as a modulator of chemotherapy response. Created in BioRender. Kurowska et al. (2026) https://BioRender.com/n2pwa3d Created with BioRender.com.

## 4 Discussion

Systemic treatment of colorectal cancer remains largely dependent on fluoropyrimidine-based chemotherapy, particularly 5-fluorouracil which constitutes the backbone of widely used regimens such as FOLFOX and FOLFIRI (Morris et al., 2023). Despite decades of clinical use and well-established efficacy, these agents act through highly cytotoxic and largely non-selective mechanisms, leading to substantial damage to normal tissues. Consequently, fluoropyrimidine-based therapies are frequently associated with adverse effects that compromise patients’ quality of life and may ultimately limit therapeutic efficacy (Soveri et al., 2014).

In parallel, increasing attention has been directed toward bioactive compounds derived from natural products, many of which are being actively investigated for their anticancer potential. Among these, thymoquinone, the principal bioactive constituent of *N. sativa*, has attracted considerable interest due to its pleiotropic biological activities (Kurowska et al., 2023). Numerous studies have demonstrated that TQ exerts antiproliferative and pro-apoptotic effects across multiple cancer models, including colorectal cancer, while exhibiting relatively low toxicity toward normal cells (Al-Damook et al., 2025).

These properties suggest that TQ may function not only as a cytotoxic agent but also as a modulator of signaling pathways relevant to cancer cell survival and stress response. However, despite accumulating evidence supporting its anticancer activity, relatively few studies have investigated the combined effects of TQ and 5-FU in colorectal cancer, and the system-level molecular mechanisms underlying such interactions remain insufficiently characterized.

In this context, the present study aimed to characterize the global transcriptional response to TQ, 5-FU, and their combination, with particular emphasis on network-level regulation of cell death pathways.

We investigated the transcriptional response of colorectal cancer cells to thymoquinone, 5-fluorouracil, and their combination using a microarray-based approach, complemented by *in silico* analyses and experimental validation at both the mRNA and protein levels. Our results revealed extensive modulation of gene expression across all treatment conditions, with a subset of genes consistently regulated, suggesting convergence on shared signaling pathways.

Thymoquinone treatment was primarily associated with transcriptional changes related to cell cycle regulation and mitotic progression. Enrichment of pathways linked to chromosome organization, mitotic division, and RNA processing suggests that TQ induces a coordinated reprogramming of cellular processes governing proliferation and biosynthetic activity. Rather than directly activating classical cell death pathways, these changes likely reflect disruption of mitotic homeostasis and induction of a stress-adaptive state.

From a mechanistic perspective, such transcriptional reprogramming may reflect modulation of apoptosis and stress-related signaling pathways involved in regulation of colorectal cancer cell fate. These findings support the notion that TQ acts primarily as a modulator of cellular signaling networks rather than exerting direct cytotoxic effects.

In contrast to thymoquinone, the transcriptional profile induced by 5-fluorouracil reflects a robust activation of cellular stress responses associated with oxidative damage and catabolic processes. The enrichment of pathways related to reactive oxygen species metabolism and cellular stress is consistent with the well-established mechanism of 5-FU, which involves disruption of nucleotide metabolism and induction of DNA damage.

Pathway analysis further highlighted activation of TP53-dependent transcriptional programs, death receptor signaling, and TNFR1–NF-κB pathways, all of which play central roles in stress-mediated cell fate regulation. Concurrently, genes downregulated following 5-FU exposure were predominantly associated with mitotic progression, including *PLK1* (FC = **−**2.27)*, CDC20* (FC = **−**2.09)*, MYC* (FC = **−**2.14), and *CCND1* (FC = **−**2.65), as well as chromatin organization related genes such as *ATRX* (FC = **−**2.05)*, SMARCA4* (FC = **−**2.06), and *HMGA2* (FC = **−**2.43). In addition, altered expression of transcriptional regulators including *ATF4* (FC = **−**2.21)*, FOSL1* (FC = **−**2.16)*, E2F5* (FC = **−**2.10), and *ZEB1* (FC = **−**2.57) indicated suppression of proliferative activity and global biosynthetic programs.

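MYC and the cyclin gene CCND1 fell with 5-FU by 0.96 (standard error 0.12, adjusted p = 0.0012) and 1.07 (standard error 0.17, adjusted p = 0.0041) on the log2 scale, and CDC20, an activator of the anaphase ubiquitin ligase, by 0.85 (standard error 0.19, adjusted p = 0.026). The mitotic kinase gene PLK1 did not pass, at -0.82 (standard error 0.27, adjusted p = 0.12); without the 2 displaced arrays it fell by 1.19 (adjusted p = 2.2e-05). HMGA2, an architectural chromatin protein gene, fell by 1.85 (standard error 0.40, adjusted p = 0.021), and the remodeller genes ATRX and SMARCA4 have log2 fold changes of -1.35 (adjusted p = 0.039) and -0.75 (adjusted p = 0.0052). For 5-FU replicate 3 HMGA2 lies -1.64 from the other 5-FU arrays, and PLK1 1.10. Not every other probe set passed: 0 of 3 for ATRX and 5 of 7 for SMARCA4 (1 with the opposite sign).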

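ATF4, the central transcription factor of the integrated stress response, fell by 1.12 (standard error 0.10, adjusted p = 1.6e-04) on the log2 scale with 5-FU. FOSL1, an AP-1 subunit gene, E2F5 and ZEB1 fell by 0.83 (standard error 0.20, adjusted p = 0.037), 1.09 (standard error 0.11, adjusted p = 2.7e-04) and 1.40 (standard error 0.30, adjusted p = 0.020). ATF4 also fell with TQ, by 0.61 (standard error 0.10, adjusted p = 0.043). All 4 passed without the 2 displaced arrays as well. Their other probe sets passed in part: 1 of 2 for ZEB1.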

Additional enrichment of pathways related to EIF2AK1-mediated stress signaling and the formation of senescence-associated heterochromatin foci suggests engagement of translational control mechanisms and potential induction of a senescence-like state.

Collectively, these findings indicate that 5-FU induces a coordinated stress response characterized by activation of cell death–related signaling pathways alongside suppression of proliferation, consistent with its cytotoxic mode of action.

Notably, combined treatment with thymoquinone and 5-fluorouracil revealed a transcriptional pattern consistent with coordinated activation of stress- and cell death–related signaling pathways. In contrast to individual treatments, the combined exposure preferentially engaged biological processes associated with apoptosis, extrinsic apoptotic signaling, DNA damage response, and broader cellular stress programs.

Enrichment of transcription-related processes, including RNA polymerase II–mediated gene expression, further suggests that the combined treatment induces coordinated transcriptional reprogramming rather than isolated pathway activation. Consistently, pathway analysis highlighted the involvement of TP53-dependent networks and TNFR1–NF-κB signaling, both of which are central regulators of stress-mediated cell fate decisions.

These findings indicate that simultaneous exposure to TQ and 5-FU reinforces convergent signaling cascades governing apoptosis and stress adaptation. Importantly, this effect appears to arise from integration of overlapping pathways rather than classical synergistic amplification.

From a biological perspective, such coordinated activation of multiple cell death–related pathways is particularly relevant in colorectal cancer, where resistance to apoptosis represents a major barrier to effective therapy. Increasing evidence suggests that simultaneous engagement of distinct regulated cell death mechanisms may represent an effective strategy to overcome adaptive resistance and enhance anti-tumor responses. Supporting this concept, Yang et al. (2026) demonstrated that glutathione depletion induced concurrent activation of ferroptosis and cuproptosis in hepatocellular carcinoma, highlighting the therapeutic relevance of coordinated activation of multiple cell death programs across different tumor contexts. In this context, TQ may enhance the anticancer activity of 5-FU by modulating the transcriptional landscape and increasing susceptibility to stress-induced cell death. Collectively, these findings support the concept that TQ functions as a network-level modulator of chemotherapy response, promoting transcriptional reprogramming of signaling pathways that regulate the balance between cell survival and cell death.

Importantly, interaction analysis of the 54 genes commonly modulated across all treatment groups did not reveal widespread transcriptional responses exceeding the additive expectation as interaction terms were predominantly negative. Accordingly, negative interaction values should not be interpreted as pharmacological antagonism or suppression of 5-FU activity. Instead, they may reflect overlapping signaling pathways, compensatory regulatory mechanisms, or network-level transcriptional reprogramming in response to combined treatment. Consequently, reduced expression of selected genes in the TQ+5-FU group relative to 5-FU monotherapy likely reflects redistribution and reorganization of treatment-induced signaling networks, resulting in coordinated modulation of stress-, apoptosis-, and TNF-related pathways. However, the absence of transcriptional responses exceeding the additive expectation does not imply the absence of biologically meaningful interaction. For a subset of shared genes, the combined treatment produced higher expression changes than at least one of the individual treatments, indicating selective enhancement of transcriptional responses. This framework therefore enables quantitative assessment of transcriptional interactions at the systems level while acknowledging that transcriptional deviations from additivity do not necessarily correspond to pharmacological synergy or antagonism.

Moreover, the combination of TQ and 5-FU generated a distinct transcriptional profile within the shared gene set, suggesting convergence on overlapping signaling pathways accompanied by network-level reprogramming of stress and cell death responses. In this context, the observed transcriptional rewiring likely reflects a coordinated cellular adaptation to combined treatment, whereby TQ modulates the molecular response to 5-FU rather than uniformly amplifying gene expression. This supports the concept that TQ acts as a context-dependent regulator of chemotherapy response, reshaping signaling networks that determine cell fate.

To further investigate functional relationships among genes commonly modulated across all treatment conditions, network-based *in silico* analyses were performed focusing on the subset of 54 shared genes. Protein–protein interaction analysis using STRING and gene interaction network reconstruction with GeneMANIA revealed a highly interconnected network enriched in regulators of apoptosis, stress signaling, and transcriptional control. Within this network, several genes emerged as key regulatory nodes, including *FAS, CYLD, FOS, BIRC2, BIRC3, STK3, FZD6, MAP3K8, ID2,* and *EIF2AK3*. Their prominent positioning within the interaction network, together with consistent transcriptional modulation, suggests an important role in treatment-induced cellular responses.

Notably, many of these genes are functionally linked to TNF-mediated signaling and cell death pathways, suggesting the presence of a coordinated regulatory axis integrating apoptotic, necroptotic, and stress-response mechanisms. These candidates were therefore prioritized for further analysis based on their network connectivity and biological relevance within the identified transcriptional landscape.

Among these targets, FAS was selected for protein-level validation by Western blot analysis because it represented a key component of the identified TNF-related apoptotic signaling network and demonstrated consistent regulation across transcriptomic, network, and clinical expression analyses.

*FAS* expression is significantly downregulated in colorectal cancer compared with normal colonic mucosa, as confirmed by UALCAN analysis, consistent with its established role in tumor progression and immune evasion. Normal colonic epithelial cells constitutively express the Fas receptor and remain sensitive to FasL-induced apoptosis (O’Connell et al., 2000), whereas loss of Fas observed in a substantial proportion of colorectal tumors represents an important mechanism of apoptotic resistance (Ogawa et al., 2004).

In our previously published study (Kurowska et al., 2026), which focused on cytotoxicity and apoptosis-related responses in colorectal cancer cells, treatment with 5-fluorouracil alone or in combination with thymoquinone significantly increased *FAS* expression. In the present study, this effect was independently confirmed at both the transcriptomic and protein levels. These findings suggest that treatment-induced upregulation of *FAS* may partially restore apoptotic sensitivity in colorectal cancer cells, thereby enhancing responsiveness to cytotoxic therapy.

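FAS has a log2 fold change of 1.30 (standard error 0.75, adjusted p = 0.66) with TQ, from 7.83 (SD 0.15) to 9.12 (SD 0.14) (log2 signal, n = 3 each), and did not pass. All 3 TQ arrays lie above all 3 controls, and a full separation in either direction has a chance of 10% with 3 against 3. With the 2 displaced arrays left out, neither of which is a TQ or control array, its adjusted p is 3.1e-04. None of the 3 other probe sets of FAS passed with TQ.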

Although microarray analysis indicated a moderate increase in *FAS* transcript levels following TQ treatment, this change was not independently confirmed at the RT-qPCR or protein level. The discrepancy observed for TQ treatment may reflect differences in sensitivity between transcriptomic and targeted validation approaches, as well as post-transcriptional regulatory mechanisms affecting mRNA stability, translational efficiency, microRNA-mediated regulation, or protein turnover.

Therefore, the TQ-associated increase in *FAS* expression should be interpreted with caution and may represent a modest or transient transcriptional response that does not necessarily result in detectable protein accumulation under the experimental conditions used in this study.

*CYLD* expression is significantly reduced in colorectal cancer compared with normal colonic tissue, as confirmed by UALCAN analysis, consistent with its established role as a tumor suppressor regulating multiple signaling pathways (Hellerbrand et al., 2007).

In the present study, microarray analysis revealed increased *CYLD* expression across all treatment conditions (FC > 2), with the strongest effect observed following 5-fluorouracil exposure; these findings were further validated by RT-qPCR.

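CYLD has log2 fold changes of 1.31 (standard error 0.67, adjusted p = 0.60) with TQ, 1.34 (standard error 0.67, adjusted p = 0.33) with 5-FU and 1.57 (standard error 0.67, adjusted p = 0.40) with both drugs, and none passed. In 5-FU replicate 3 CYLD lies -2.97 from the other 5-FU arrays. With those 2 arrays left out, it rose by 1.31, 2.33 and 1.93 (adjusted p = 2.8e-04, 2.9e-06 and 2.3e-05), the largest value then being that of 5-FU. None of the 6 other probe sets of CYLD passed with all arrays.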

Functionally, *CYLD* acts as a negative regulator of NF-κB and Wnt/β-catenin signaling, and its restoration has been shown to suppress proliferation, invasion, and migration of colorectal cancer cells (Cheng et al., 2020; Yang et al., 2020). In this context, treatment-induced upregulation of *CYLD* may represent a key mechanism contributing to the observed antitumor effects, potentially restoring regulatory control over pro-survival signaling pathways and reinforcing apoptosis-related responses.

Based on TCGA data, *ID2* expression is reduced in colorectal cancer tissues compared with normal colonic mucosa. However, *ID2* exhibits a context-dependent role in colorectal cancer. In many experimental models, it functions as an oncogene promoting proliferation and survival, whereas in intestinal epithelial cells it may also exert tumor-suppressive effects (Gray et al., 2008; Russell et al., 2004).

Interestingly, protein-level analyses have reported elevated ID2 expression in colorectal tumors, suggesting a discrepancy between mRNA and protein levels that may be influenced by factors such as TP53 status, which differs between clinical samples and the RKO cell model (Wilson et al., 2001).

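ID2, which blocks basic helix-loop-helix transcription factors, stands at 6.39 (SD 0.14) in control cells, 9.14 (SD 0.053) with TQ, 8.60 (SD 0.37) with 5-FU and 10.11 (SD 0.18) with both (log2 signal, n = 3 each), and rose under each treatment (adjusted p = 1.3e-04, 8.6e-05 and 6.3e-06). The standard error of each difference is 0.18. Its other probe set passed under each treatment too, and without the 2 displaced arrays the gene passed again (adjusted p = 5.4e-07, 1.4e-06 and 8.0e-08).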

In our study, *ID2* expression was increased following treatment with 5-FU, TQ, and their combination, although this effect was only partially confirmed by RT-qPCR. Given its dual functional role, this upregulation likely reflects an adaptive cellular response to treatment-induced stress rather than a direct antitumor mechanism.

However, considering the reduced *ID2* mRNA levels observed in clinical datasets, treatment-induced upregulation may also indicate partial restoration of physiological regulatory functions in colorectal epithelial cells.

*BIRC3* also exhibits a context-dependent role in colorectal cancer. In our study, treatment with 5-FU led to a significant upregulation of *BIRC3* expression, which was confirmed by RT-qPCR. Although microarray data suggested increased *BIRC3* expression following TQ treatment and combination therapy, these effects were not consistently validated.

Analysis of TCGA datasets indicates that *BIRC3* expression is generally reduced in colorectal cancer tissues compared with normal controls; however, functional studies have reported elevated *BIRC3* levels in tumor cells, where it contributes to pro-survival signaling (Zhang et al., 2023).

Mechanistically, *BIRC3* is a well-established NF-κB target and inhibitor of apoptosis. Its induction by 5-FU may therefore represent a compensatory response to cytotoxic stress. Activation of NF-κB signaling can promote *BIRC3* expression, leading to suppression of caspase activity, attenuation of apoptosis, and enhanced chemoresistance (Frazzi, 2021). Recent evidence further highlights NF-κB signaling as a critical regulator of tumor cell survival and proliferation, suggesting that targeting NF-κB-related pathways may improve therapeutic efficacy and help overcome resistance mechanisms (Cheng et al., 2025). In this context, the observed upregulation of *BIRC3* may reflect a treatment-induced adaptive response that partially counteracts the pro-apoptotic effects of therapy. Such adaptive mechanisms are likely integrated within broader signaling networks rather than operating through isolated linear pathways. Consistent with this concept, previous studies have demonstrated that the PI3K/AKT/mTOR axis contributes to the regulation of colorectal cancer cell proliferation, survival, and apoptosis, underscoring the importance of interconnected pro-survival signaling pathways in shaping treatment responses (Tong et al., 2022).

Collectively, these observations identify *BIRC3* as a potential regulator of treatment response and a candidate contributor to chemoresistance in colorectal cancer.

*EIF2AK3 (PERK*) plays a context-dependent role in colorectal cancer, functioning as a key regulator of the unfolded protein response and cellular stress signaling. Activation of the *PERK*–ATF4 axis, for example, in response to 5-fluorouracil, has been associated with enhanced tumor cell survival and chemoresistance, whereas sustained or excessive activation may promote apoptosis (Nemati et al., 2025).

TCGA data indicate that *EIF2AK3* expression is reduced in colorectal cancer tissues compared with normal mucosa. In our study, combination treatment with TQ and 5-FU resulted in decreased *EIF2AK3* expression, as confirmed by RT-qPCR, partially diverging from the microarray data.

These findings highlight the complexity of PERK signaling in colorectal cancer, where both activation and inhibition of EIF2AK3 may exert context-dependent effects depending on the intensity and duration of cellular stress (Rozpędek et al., 2020; Shi et al., 2019). In this context, modulation of *EIF2AK3* by TQ may influence stress-response pathways, while its differential regulation under combination treatment may reflect a shift between adaptive and pro-apoptotic signaling states.

Taken together, *EIF2AK3* appears to function as a dynamic regulator of treatment response, underscoring the importance of balanced PERK signaling rather than its uniform activation or suppression.

*STK3* is a core component of the Hippo signaling pathway and is generally considered a tumor suppressor in colorectal cancer, with reduced expression associated with poor prognosis (Jung et al., 2023). However, emerging evidence suggests a more context-dependent role. For example*, STK3* has been identified as a potential transcriptional target of YAP1 and may participate in feedback regulation of oncogenic signaling pathways, including Wnt/β-catenin (Xie et al., 2025).

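STK3, a kinase gene of the Hippo pathway, has log2 fold changes of 1.06 (standard error 0.73, adjusted p = 0.71) with TQ, 0.34 (standard error 0.73, adjusted p = 0.81) with 5-FU and 0.73 (standard error 0.73, adjusted p = 1.00) with both drugs. The mean signal is 7.56 (SD 0.23) in control cells and 7.90 (SD 1.76) with 5-FU (log2, n = 3 each), the wide spread coming from 5-FU replicate 3. When the displaced arrays are left out, STK3 rose by 1.06, 1.35 and 1.26 (adjusted p = 0.0012, 3.0e-04 and 9.2e-04).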

In our study, microarray analysis indicated a modest increase in *STK3* expression across all treatment conditions; however, these changes were not validated by RT-qPCR and were not statistically significant.

Taken together, while *STK3* may contribute to signaling crosstalk in colorectal cancer, our data do not support a major role for its modulation under the tested conditions, suggesting that its involvement in the observed treatment response is limited.

In summary, our study demonstrates that thymoquinone, 5-fluorouracil, and their combination induce distinct yet partially overlapping transcriptional programs in colorectal cancer cells, converging on pathways that regulate cellular stress, apoptosis, and cell fate determination. While TQ primarily modulates cell cycle–related and post-transcriptional processes, 5-FU elicits a robust stress response associated with DNA damage, TP53 activation, and suppression of proliferative programs.

Importantly, combined treatment promotes coordinated activation of multiple cell death–related pathways, reflecting network-level reprogramming rather than classical transcriptional synergy. Although no super-additive effects were observed, the combination generated a distinct transcriptional landscape, indicating functional interaction between both agents.

The identification of a shared gene signature and a TNF-centered regulatory network involving key genes such as *FAS, CYLD, BIRC3*, and *EIF2AK3* underscores the importance of integrated signaling pathways in shaping treatment response.

Collectively, these findings support the concept that TQ acts as a context-dependent modulator of chemotherapy response by reshaping signaling networks associated with cell death and stress adaptation rather than directly amplifying cytotoxic effects.

Importantly, the transcriptomic changes observed in the present study are consistent with our previously published findings obtained under comparable experimental conditions (Kurowska et al., 2026), in which TQ alone or in combination with 5-FU reduced RKO cell viability and induced apoptosis-related responses, including DNA fragmentation, caspase-3/7 activation, and increased expression of *FAS* and *BAX*.

Despite the comprehensive transcriptomic and network-based analyses presented in this study, several limitations should be acknowledged. First, the findings are based on a single colorectal cancer cell line (RKO), which may not fully capture tumor heterogeneity. Second, the lack of *in vivo* validation limits direct translation of these observations into a physiological or clinical context. An additional limitation of the present study is that the *in vitro* concentrations used may not directly reflect clinically achievable plasma exposure, particularly in the case of thymoquinone, for which pharmacokinetic and anticancer efficacy data in humans remain limited.

Future studies should therefore validate these findings in additional colorectal cancer models, including patient-derived systems, organoids, and *in vivo* models, to better reflect tumor heterogeneity and therapeutic response. Furthermore, given the identification of a TNF-centered regulatory network, targeted investigation of this signaling axis may provide deeper mechanistic insight and reveal novel opportunities for therapeutic intervention. Although transcriptomic and network analyses strongly implicated CYLD and NF-κB–related signaling in treatment response, the present study included protein-level validation only for FAS. Therefore, additional analyses investigating CYLD protein expression and NF-κB activation status are warranted to further define the mechanistic basis of the observed transcriptional reprogramming.

Such approaches may ultimately facilitate the development of more effective combination strategies targeting cell death–related pathways in colorectal cancer.

## 5 Conclusion

This study demonstrates that treatment with thymoquinone and 5-fluorouracil induces extensive transcriptional reprogramming of pathways regulating cell death, stress response, and proliferation in colorectal cancer cells. Rather than eliciting classical transcriptional synergy, the combined treatment reshapes cellular responses through coordinated modulation of overlapping signaling networks, particularly those involved in apoptosis and stress adaptation.

Key regulatory genes identified in this study, including *FAS* and *CYLD*, may contribute to enhanced pro-apoptotic signaling, whereas others, such as *BIRC3* and *EIF2AK3*, reflect adaptive or resistance-associated responses, highlighting the complexity of treatment-induced molecular dynamics.

Importantly, our findings indicate that TQ functions as a modulator of chemotherapy response rather than a direct cytotoxic agent, influencing the balance between survival and cell death pathways.

Collectively, these results support the potential of combining TQ with fluoropyrimidine-based chemotherapy as a strategy to improve therapeutic outcomes. However, further mechanistic studies and *in vivo* validation are required to confirm the clinical relevance of these findings (Lockhart et al., 1996; Nathanson et al., 2023).

## Data Availability

The microarray datasets are available in the GEO database under accession number GSE331234. Additional data supporting the findings of this study are included in the article and its Supplementary Material. Further information and materials are available from the corresponding author upon request.

# Supplementary material for: Network-level reprogramming of cell death pathways in colorectal cancer cells by combined thymoquinone and 5-fluorouracil treatment
**Source:** Front Mol Biosci. 2026 Jun 24;13:1864680. doi: 10.3389/fmolb.2026.1864680
**Supplement:** Supplementary file 2

Supplementary Material

# Supplementary Figures and Tables

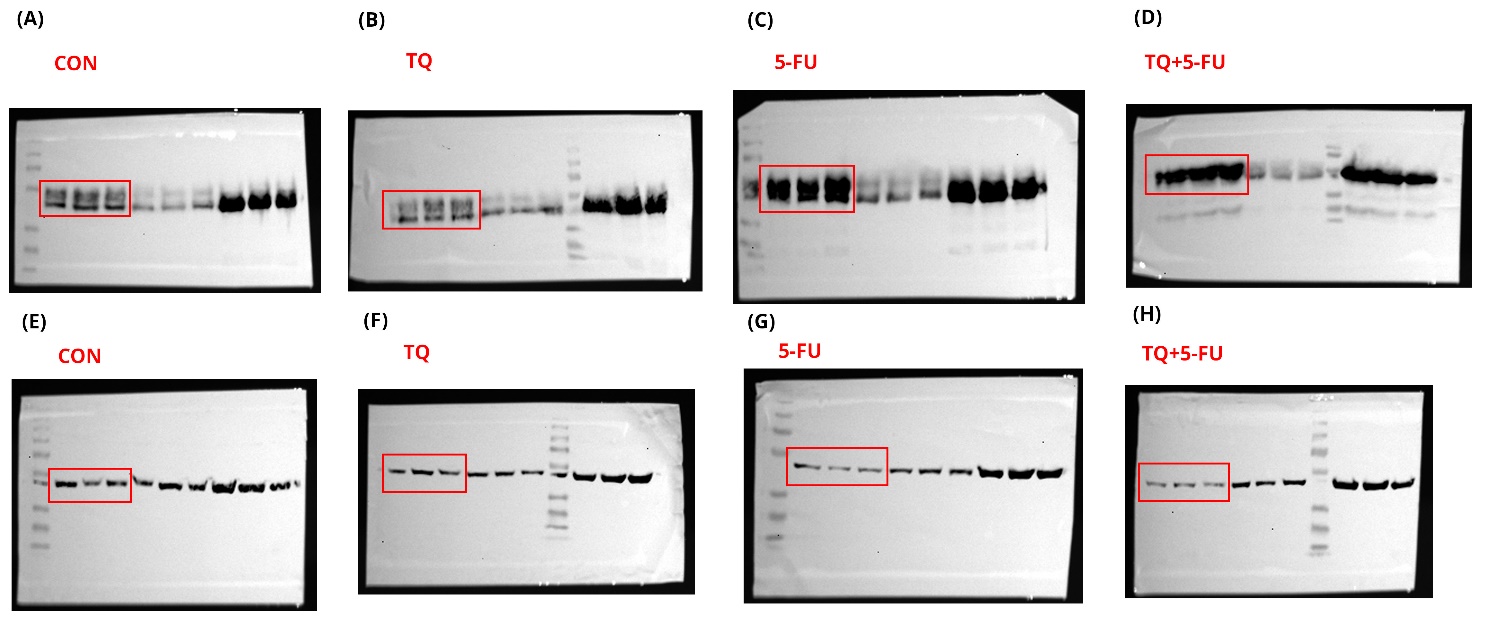

**Supplementary Figure S1.** Full-length, uncropped Western blot images corresponding to the data presented in Figure 14 of the main manuscript. Panels (A)–(D) show the original raw blot images for Fas. Panels (E)–(H) show the corresponding β-actin loading controls. Red boxes indicate the regions presented in the main figure. Unmarked lanes were not included in the analysis. Non-adjacent lanes are indicated in the main figure. CON – control (untreated cells); TQ – thymoquinone; 5-FU – 5-fluorouracil; TQ+5-FU – combined treatment.

**Supplementary Table S1.** Summary of previously published biological responses of RKO cells under the treatment conditions used in the present study.

| Compound | Concentration used in this study | Previously reported response in RKO cells | |
| --- | --- | --- | --- |
| TQ | **20 µM** | **Cell viability** | 76 ± 14% compared with untreated control;  Estimated IC₅₀ ≈ 37 μM |
|  |  | **DNA fragmentation** | 2.3 ± 0.22-fold increase relative to untreated controls |
|  |  | **Caspase activity** | No significant changes compared to control |
|  |  | **Flow cytometric analysis** | 14 ± 4% necrotic cells, 0.8 ± 0.5% apoptotic cells |
|  |  | **Gene expression** | No significant changes compared to control |
| 5-FU | **10 µg/mL (76.8 µM)** | **Cell viability** | 62 ± 21% compared with untreated control |
|  |  | **DNA fragmentation** | 1.74 ± 0.59-fold increase relative to untreated controls |
|  |  | **Caspase activity** | Caspase-3/7: 256 ± 13% of control levels  Caspase-8: 125 ± 1% of control levels |
|  |  | **Flow cytometric analysis** | No significant changes compared to control |
|  |  | **Gene expression** | *↑CASP3, ↑BAX, ↑FAS, ↑RIPK1* |
| TQ+5-FU | **20 µM  + 10 µg/mL** | **Cell viability** | 56 ± 14% compared with untreated control |
|  |  | **DNA fragmentation** | 4.7 ± 0.74-fold increase relative to untreated controls |
|  |  | **Caspase activity** | Caspase 3/7: 201 ± 30% of control levels |
|  |  | **Flow cytometric analysis** | 26 ± 3% necrotic cells, 2 ± 1% apoptotic cells |
|  |  | **Gene expression** | *↑CASP3, ↑CASP7, ↑BAX, ↑FAS, ↑RIPK1* |

Data derived from the previously published study by Kurowska et al. (2026). TQ – thymoquinone; 5-FU – 5-fluorouracil; TQ+5-FU – combined treatment, ↑ expression increase.

**Supplementary Table S2.** Shared differentially expressed genes and fold-change (FC) values in RKO colorectal cancer cells following thymoquinone (TQ), 5-fluorouracil (5-FU), or combined treatment (TQ+5-FU).

↑ upregulated in all treatment groups; ↓ downregulated in all treatment groups.

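For 51 of the listed genes, FAS, CYLD, ID2, TNC and STK3 among them, a fold change can be taken from the deposited log2 signals as 2 to the power of the difference between group means. MIR22HG shares its probe set with another gene, and none is named BIRC3 or EGR2 in the annotation used, so the 3 are not analysed here. The listed gene TMEM2 is now named CEMIP2. ID2 changed the most with both drugs, 13.2-fold; with 5-FU FAS shows 4.99-fold over all arrays and 10.6-fold without the 2 displaced ones, because 5-FU replicate 3 lies far below its replicates.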

How the deposited data were processed for this re-analysis (not part of the article)

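RNA of RKO cells was measured on arrays after 24 h in 4 groups: control, TQ, 5-FU and both drugs. The record calls the controls untreated, and the paper's methods give them DMSO. The authors normalized the arrays with RMA and deposited log2 signals, 1 column for each of the 12 arrays; these were used as deposited, with no further scaling, so that differences are differences of log2 values. The paper names GeneSpring for this step and the record of the arrays Expression Console, and the values do not show which of them was used. The 62 control probe sets were left out of the tests. The poly-A signal of an array is the mean over 24 of them, and the trp probe sets were dropped from it after their values were seen.

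Differences come from limma 3.58.1 in R 4.3.3, with 1 mean per group and all 12 arrays in a single fit, followed by empirical Bayes moderation with default settings. Each contrast and the moderated F across the groups were adjusted by Benjamini-Hochberg over the 22215 probe sets, with a threshold of 0.05 and a fold threshold of 2 where 2-fold is said. The tests of limma are two-sided. The interaction is the combination minus TQ minus 5-FU plus control. The weights of TQ and 5-FU in the combination come from least squares without an intercept. Whether groups separate was tested by comparing the observed difference of distances with that of every partition (a larger value counts) of the arrays into 4 groups of 3. Simulated responses were built 100 times, from this study's means and from its residuals shuffled as whole arrays, with a fixed seed. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

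A probe set is given to a gene only where the annotation names that gene alone: 19064 probe sets do, 1043 name several genes and 2108 none. This leaves 11963 genes, each read from its probe set with the highest mean signal, and other probe sets of a named gene are reported where they disagree in sign or in passing.

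Lists of genes were tested with camera at a preset correlation of 0.01, adjusted over 84 tests (28 lists in 3 comparisons); 40 passed, 8 with the correlation estimated from the data and 36 without the 2 displaced arrays. With fry, which asks whether a list changes at all and not whether it shifts against other genes, 33 pass. Of the lists, 27 were written from general knowledge, and 1 is the paper's list of 54 shared genes. Lists and members were fixed at the start, and 1 list is counted here but left out of the text. A median is that of the log2 fold changes of a list's members. Over all genes the medians are -0.090 with TQ, 0.091 with 5-FU and 0.014 with both.

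The genes named in the text follow a rule with 4 parts: every gene for which the paper gives an array value or a direction, whose values in the paper had been seen; in each comparison with control the 10 largest increases and the 10 largest decreases among genes past the threshold whose treated arrays all lie on the same side of all controls; from each list up to 4 members past the threshold with the largest change, and the list's lead gene; and the 10 genes with the smallest interaction p. The passages name a part of these genes, chosen after the values were seen. XIST and Y-linked genes are not named.

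The fit, its thresholds, the lists, the rule for names and the alternatives were chosen before the data were examined. The alternatives are the methods' ANOVA with Tukey's HSD and the methods' t-test, limma on the groups compared only, the replicate number as a block, quantile normalization and centring of arrays, a filter on the 30% dimmest probe sets, other choices of probe sets, array weights, another variance prior, leaving out each array in turn, other tests of the lists and other references for additivity. After the data had been seen, 5 were added: leaving out 5-FU replicate 3 and TQ+5-FU replicate 2 together, the same with each test of the methods, the poly-A signal as a covariate, and a split of the controls for the covariance of changes.

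The procedure was tested on simulated data with the spread of these arrays, in which 50 probe sets were changed by each known fold. The share recovered was 6% at 1.5-fold, 56% at 2-fold, 80% at 3-fold, 84% at 4-fold for TQ, 12% at 1.5-fold, 48% at 2-fold, 70% at 3-fold, 92% at 4-fold for 5-FU, 8% at 1.5-fold, 58% at 2-fold, 80% at 3-fold, 80% at 4-fold for the combination, 0% at 1.5-fold, 12% at 2-fold, 52% at 3-fold, 62% at 4-fold for the interaction and 84.5% at 3-fold for the F test. Unchanged probe sets called by mistake numbered 3 to 9. Changes smaller than 2-fold are thus mostly missed. With 3 arrays against 3 the smallest exact two-sided p is 0.1, so no exact test was used to call single genes.

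The paper's enrichment terms, its protein network, its RT-qPCR and its blots are not among the deposited values and were not analysed here. Dixon's test was not applied to these groups of 3.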

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

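Of the tests in this part, those of the displaced arrays, those with the poly-A signal and the interaction count in simulated responses were chosen only after the result was seen. Dixon's test was not applied to these groups of 3.

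The response to TQ differs with and without 5-FU in 28 probe sets by limma's interaction term, 20 of them with a positive term. With 100 drawn partitions of the arrays, 1 gives a count as large, the real one, and the highest other count is 0 by limma; other partitions put differences between treatments into the spread, so this decides nothing about chance. In 100 simulated responses that add up, with the residuals of these arrays, 0 give a count as large, and the highest is 0 by limma. The genes with the smallest p are PTCH1 (1.46), TBL1X (1.38), ATF4 (1.25), TMEM268 (1.24), CEBPG (1.21), SOX4 (1.08) and AARS1 (0.98) with positive terms and TRAF1 (-3.20), GREB1 (-2.28) and TNFAIP3 (-1.21) with negative ones (log2, adjusted p = 0.031 to 0.032). Of these genes, ATF4, CEBPG and AARS1 belong to the response that ATF4 drives, and TRAF1 and TNFAIP3 are NF-κB targets. Each drug alone lowered ATF4 and TBL1X, and all treated arrays of PTCH1 lie below all controls. The positive terms of ATF4, TBL1X and PTCH1 thus mean a smaller fall with both drugs than the sum, and not a stronger response. The count depends on single arrays and on the setting: leaving out 5-FU replicate 3 gives 623, TQ replicate 3 gives 1 and any of the other arrays 0 by limma, with 934 to 1402 probe sets at an unadjusted p under 0.05 for those others. Leaving out both displaced arrays gives 2196 (1189 with a positive term) and the poly-A signal as covariate 1562. With arrays centred and with a replicate block it is 0 by limma as well (991 and 1175 at an unadjusted p under 0.05).

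5-FU replicate 3 has the highest poly-A signal of all arrays (9.47), a control that the paper's text does not mention, and it stands apart from its replicates together with TQ+5-FU replicate 2. The deviations of arrays from their group means lie to 89.4% on 1 component, and the departures of both arrays correlate at 0.88 across probe sets, which are not independent. Against a label from cells without 5-FU speaks the p53 targets' median of 0.680 and 0.795, over a bound of 0.118, and against a mixture with untreated RNA speaks a score of 150.2 along the departure in 5-FU replicate 3, where the controls reach 11.3. Degraded RNA cannot be told apart in either array: the ACTB 3'/5' log2 ratios lie -0.119 and 0.0728 from the mean of their replicates, but the 3' probe set of ACTB lies at percentile 99.3 of signal, over the 99 taken as saturated. The amount or labelling of the RNA cannot be told apart either: in 4 of 4 groups the array with the highest poly-A signal is the one farthest along the component, but 2 of these groups prompted the test, and the other 2 alone give exact p = 0.111, the smallest they allow. No biological explanation was tested.

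Genes raised 2-fold by TQ could reflect RNA quality or labelling instead of the drug. Degradation cannot be told apart: the ACTB 3'/5' log2 ratio is 0.0406 higher with TQ, more than 1 SD (0.0359), which degradation would give, and within 2 SD, which its absence would give, and the 3' probe set of ACTB and both of GAPDH are saturated by the same limit. With the poly-A signal as covariate, the median of the 20 probe sets goes from 1.64 to 1.73, and that of the 564 that pass without the displaced arrays but not with them from 1.15 to 0.890, so labelling is not the whole cause of either. The latter lie -2.42 from the other 5-FU arrays in 5-FU replicate 3, and 409 of them pass with the covariate. Across all probe sets, which are not independent, the TQ change correlates with the departure of 5-FU replicate 3 at -0.688 (-0.640 with controls 1 and 2 only), so for the 564 a difference in array quality that the poly-A signal does not carry stays open beside a response to TQ. It would put the genes that TQ raised lower in 5-FU replicate 3. The 20 lie by median 0.58 above the other 5-FU arrays there (17 of them above). They were selected by passing with that array in the fit, which disfavours probe sets far below their replicates there. Their position thus cannot decide the question for the 20.

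The interaction terms of the shared genes lie below 0 in 98.0% of cases. Saturation is argued against, since genes whose additive expectation stays under the 90th percentile of signal have a median term of -0.776 (standard error 0.0988). Selection stays open: in 100 simulated additive responses with the spread of all arrays, genes selected at 2-fold in all 3 treatments lie below 0 in 76.9% on average (SD 31.6, highest 100%). These responses select a median of only 6.5 genes, so their shares spread more widely than those of a larger set would. The paper's 51 genes lie below 0 in 44.2% on average of the same responses (SD 38.7, highest 96.1%). With the spread without the displaced arrays, the share among selected genes is 58.2% (SD 33.5, highest 100%), with 64.48 genes selected on average. A response to both drugs that falls short of the sum may add to this, and these genes do not separate the explanations.

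Outside the genes that the paper discusses, HSPA6 has log2 fold changes of 2.95, 1.16 and 3.86 with TQ, 5-FU and both, and GADD45B has 1.69, 1.02 and 2.57, all above control and past the threshold.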

How the results depend on the processing

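Alternatives with the displaced arrays left out or the poly-A signal as covariate were chosen after seeing the data. Counts of probe sets depend strongly on the processing, whereas directions of values that pass rarely turn. Over all alternatives, 546 values of main results stay on their side of the threshold or within 1.5 times, 222 move, 18 gain and 11 lose a call, and 3 turn. Only a value that passes with all arrays is said to turn here. For genes named in the text the numbers are 8017 that stay, 597 that gain, 693 that lose a call and 5 that turn, and for other list shifts 1830, 40, 110 and 5. Counted whether or not they pass, 72 of 9312 values of genes change sign, 67 of them in genes that do not pass with all arrays, and 114 of 2349 list medians do, 106 of them in lists that do not pass. The cause was not tested, except that fewer probe sets or arrays enter where some are left out. Signal over background was not analysed here, so how far dim probe sets hide small changes is read only from leaving out the dimmest.

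By the methods' ANOVA with Tukey's HSD, the counts are 651 for TQ, 1027 for both drugs, 886 for both against TQ, 773 for both against 5-FU and 1319 for TQ against 5-FU, and at 2-fold 42 for TQ. By the methods' t-test, adjusted, the counts are 3591 for TQ and 265 for 5-FU, and at 2-fold 483 for TQ, 91 for 5-FU, 121 for both drugs and 1 in all 3 treatments. By the methods' t-test without adjustment, the counts are 7848 for TQ, 2588 for 5-FU and 3552 for both drugs, and at 2-fold 598 for TQ. With limma on the groups compared only, the counts are 6552 for TQ, 162 for 5-FU, 863 for both drugs, 122 for both against TQ, 0 for both against 5-FU and 196 for TQ against 5-FU, and at 2-fold 599 for TQ, 151 for 5-FU and 4 in all 3 treatments. For both against 5-FU, where limma calls 0, 778 have an unadjusted p under 0.05. After quantile normalization, the median of the death receptor list with 5-FU is 0.17 (adjusted p = 0.024) and the death receptor list with both drugs is 0.11 (adjusted p = 0.039). With arrays centred on their median, the counts are 13 for TQ, 373 for both drugs, 127 for both against TQ, 68 for both against 5-FU and 0 for the interaction, and at 2-fold 13 for TQ and 5 in all 3 treatments. Under this setting the median of the core histone list with TQ turns to -0.015 (adjusted p = 0.021). Centring moves all genes of a comparison alike, so this change of sign is not a reversal against other genes. The median of the death receptor list with arrays centred is 0.25 with 5-FU (adjusted p = 0.036) and 0.12 with both drugs (adjusted p = 0.030). For the interaction, where limma calls 0, 991 do at an unadjusted p under 0.05. Without the dimmest 30% of probe sets, the median of the mitosis list with 5-FU is -0.30 (adjusted p = 0.077) and the death receptor list with both drugs is 0.15 (adjusted p = 0.024). Without probe sets whose names end in _x_at or _s_at, the counts are 759 for the F test, 25 for TQ, 649 for 5-FU, 275 for both drugs, 109 for both against TQ, 61 for both against 5-FU, 1013 for TQ against 5-FU and 16 for the interaction, and at 2-fold 12 for TQ, 268 for 5-FU, 107 for both drugs and 4 in all 3 treatments. Here the log2 fold change of SMARCA4 with 5-FU turns to 0.20 (adjusted p = 0.57), LAMP2 with 5-FU turns to -1.0 (adjusted p = 0.47), CHD7 with 5-FU turns to 0.058 (adjusted p = 0.86) and HNRNPM with 5-FU turns to 0.0052 (adjusted p = 0.98). With array weights, the counts are 19134 for the F test, 11193 for TQ, 11784 for 5-FU, 12124 for both drugs, 12868 for both against TQ, 13634 for both against 5-FU, 12752 for TQ against 5-FU and 12023 for the interaction, and at 2-fold 687 for TQ and 46 in all 3 treatments. In addition, the weight of TQ is 0.224. The median of the death receptor list with 5-FU is 0.090 (adjusted p = 0.016), the mitosis list with 5-FU turns to 0.070 (adjusted p = 0.45) and the death receptor list with both drugs is 0.10 (adjusted p = 0.017) there. These weights are 110.5 for TQ+5-FU replicate 3 and 9.30 for 5-FU replicate 2, each far above the other replicates of its group, so both groups rest mostly on 1 array. With a trended, robust prior, the counts are 11 for the interaction. Counting genes instead of probe sets, the counts are 990 for the F test, 31 for TQ, 894 for 5-FU, 307 for both drugs, 92 for both against 5-FU and 1376 for TQ against 5-FU, and at 2-fold 15 for TQ, 322 for 5-FU, 107 for both drugs and 5 in all 3 treatments. With the study's choice of probe set, the log2 fold change of LAMP2 with 5-FU turns to -1.0 (adjusted p = 0.45). With camera at an estimated correlation, 8 list shifts pass. Under this setting the median of the mitosis list with TQ is 0.29 (adjusted p = 0.34), the NF-κB list with 5-FU is 0.92 (adjusted p = 0.072), the mitosis list with 5-FU is -0.30 (adjusted p = 0.60), the heterochromatin foci list with 5-FU is -0.40 (adjusted p = 0.092) and the NF-κB list with both drugs is 0.24 (adjusted p = 0.27). With fry, which tests a list against no change and not against other genes, the median of the mitosis list with TQ is 0.29 (adjusted p = 0.45), the death receptor list with 5-FU is 0.20 (adjusted p = 4.2e-05), the mitosis list with 5-FU is -0.30 (adjusted p = 0.62) and the death receptor list with both drugs is 0.12 (adjusted p = 4.2e-04). By Fisher's exact test at 2-fold, 16 list shifts pass. Here the median of the mitosis list with TQ is 0.29 (adjusted p = 1.00), the mitosis list with 5-FU is -0.30 (adjusted p = 1.00) and the NF-κB list with both drugs is 0.24 (adjusted p = 0.14). Against the highest single agent, the share of the shared genes' interaction terms below 0 is 70.6%. Over genes called at 2-fold in TQ and in 5-FU, 5 of 5 interaction terms are below 0 (100%). Over the most variable probe sets, the separation of groups is 0.110 (exact permutation p = 6.5e-05). With Euclidean distance, the separation of groups is 19.7 (exact permutation p = 0.0032). Over all genes, the weight of TQ is 0.439. Over genes at 2-fold in TQ or 5-FU, the weight of TQ is 0.790. With arrays centred on their median, 11 of the 13 probe sets for TQ are higher and 2 lower, against 31 higher and 25 lower of 56 without centring, a shift of the split by over 10 points.

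Over all alternatives of these results, the adjusted p runs from 4.2e-05 to 0.21 for the death receptor list with 5-FU, 4.2e-04 to 0.86 for the death receptor list with both drugs, 3.9e-04 to 1.00 for the core histone list with TQ, 2.6e-04 to 1.00 for the mitosis list with 5-FU, 7.3e-09 to 0.57 for SMARCA4 with 5-FU, 1.9e-09 to 0.68 for LAMP2 with 5-FU, 2.1e-08 to 0.86 for CHD7 with 5-FU, 7.5e-07 to 0.98 for HNRNPM with 5-FU, 1.7e-06 to 1.00 for the mitosis list with TQ, 4.3e-15 to 0.072 for the NF-κB list with 5-FU, 3.2e-04 to 0.092 for the heterochromatin foci list with 5-FU, 4.5e-06 to 0.27 for the NF-κB list with both drugs and 8.8e-09 to 1.00 for the mitosis list with both drugs.

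Leaving out the 2 displaced arrays, the counts are 9323 for the F test, 6799 for TQ, 5802 for 5-FU, 4762 for both drugs, 2606 for both against TQ, 1362 for both against 5-FU, 6351 for TQ against 5-FU and 2196 for the interaction, and at 2-fold 599 for TQ, 343 for both drugs and 70 in all 3 treatments. In addition, the weight of TQ is 0.440. The median of the death receptor list with 5-FU is 0.13 (adjusted p = 0.011), the mitosis list with 5-FU turns to 0.16 (adjusted p = 0.27), the death receptor list with both drugs is 0.068 (adjusted p = 0.022) and the mitosis list with both drugs turns to 0.040 (adjusted p = 0.51) there. By the methods' ANOVA with Tukey's HSD on the remaining arrays, the counts are 7086 for the F test, 4376 for TQ, 4589 for 5-FU, 3936 for both drugs, 2654 for both against TQ, 2090 for both against 5-FU and 4620 for TQ against 5-FU, and at 2-fold 468 for TQ, 332 for both drugs and 66 in all 3 treatments. By the methods' t-test without adjustment on the remaining arrays, the counts are 7848 for TQ, 7213 for 5-FU and 5720 for both drugs, and at 2-fold 598 for TQ, 330 for both drugs and 64 in all 3 treatments. With the poly-A signal as covariate, the counts are 11473 for the F test, 2759 for TQ, 9056 for 5-FU, 4883 for both drugs, 6888 for both against TQ, 2613 for both against 5-FU, 11198 for TQ against 5-FU and 1562 for the interaction, and at 2-fold 188 for TQ, 1271 for 5-FU, 456 for both drugs and 19 in all 3 treatments. Under this setting the weight of TQ is 0.318. Here the weight of 5-FU is 0.602.

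With the replicate number as a replicate block, the counts are 987 for the F test, 9 for TQ, 325 for both drugs, 79 for both against TQ, 68 for both against 5-FU and 0 for the interaction, and at 2-fold 9 for TQ and 4 in all 3 treatments. The numbers do not pair the arrays: of 18 pairs with the same number, 6 have deviations correlated over 0.1 (-0.84 to 0.86, across probe sets, which are not independent), and 4 of 12 arrays correlate best with their own number. For the interaction, where limma calls 0, 1175 probe sets have an unadjusted p under 0.05.

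Leaving out each array in turn, with the 2 arrays left in a group assumed to vary like the other groups, gives counts from 661 (control 1) to 3205 (5-FU 3) for 5-FU, 813 (TQ 3) to 4699 (5-FU 3) for the F test, 0 (control 1) to 623 (5-FU 3) for the interaction, 728 (TQ 3) to 4213 (5-FU 1) for TQ against 5-FU, 6 (control 2) to 1789 (5-FU 3) for TQ, 55 (TQ+5-FU 3) to 627 (5-FU 3) for both against 5-FU, 183 (control 1) to 2333 (5-FU 3) for both drugs and 32 (TQ 3) to 2682 (5-FU 3) for both against TQ. At 2-fold these counts run from 323 (control 1) to 735 (5-FU 1) for 5-FU, 3 (control 1) to 27 (5-FU 3) for all 3 treatments at 2-fold, 6 (control 2) to 253 (5-FU 3) for TQ and 116 (control 1) to 297 (5-FU 3) for both drugs. List medians run from -0.0091 (TQ 1) to 0.078 (control 3) for the core histone list with TQ, 0.13 (5-FU 3) to 0.27 (5-FU 2) for the death receptor list with 5-FU, 0.068 (TQ+5-FU 2) to 0.18 (TQ+5-FU 1) for the death receptor list with both drugs, -0.56 (5-FU 1) to 0.16 (5-FU 3) for the mitosis list with 5-FU and -0.33 (TQ+5-FU 1) to 0.040 (TQ+5-FU 2) for the mitosis list with both drugs. For single genes the log2 fold change runs from -1.74 (5-FU 1) to -1.19 (5-FU 3) for CHD7 with 5-FU, -0.87 (5-FU 2) to -0.57 (5-FU 3) for HNRNPM with 5-FU and 0.78 (5-FU 1) to 1.31 (5-FU 3) for LAMP2 with 5-FU. Other values run from 0.450 (TQ+5-FU 2) to 0.566 (TQ+5-FU 1) for the weight of 5-FU, 0.310 (5-FU 3) to 0.742 (TQ+5-FU 2) for the weight of TQ and 78.4% (5-FU 1) to 98.0% (control 1) for the share of the shared genes' interaction terms below 0. The array in brackets is the one left out, by treatment and replicate. Where the interaction count is 0 by limma, at least 934 probe sets have an unadjusted p under 0.05. Each array moves some counts by over 1.5 times: 12 without control 2, 11 without control 1, 10 without 5-FU 3, 9 without TQ 1, 9 without control 3, 9 without TQ 3, 9 without TQ 2, 7 without TQ+5-FU 3, 4 without TQ+5-FU 2, 4 without 5-FU 2, 4 without TQ+5-FU 1 and 3 without 5-FU 1.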

Differences from the paper's values

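A count matches where it lies within 1.5 times of the paper's. A fold change matches where it lies within 1.5 times in the same direction or within the spread of replicates. That spread is the standard deviation pooled over the treated and the control arrays. It can lie below the standard deviation of the treated arrays alone. Alternatives set before the data were examined that give a value and are not named beside it do not match. With array weights the groups with 5-FU rest mostly on 1 array each. Counts here use an adjusted p under 0.05, as the paper's methods state, and 2-fold or 3-fold where said. For its counts at 2-fold and 3-fold, and for the count in its section on the combination, the paper's results give a p under 0.05 without naming an adjustment. For probe sets that differ across the groups, 1675 stands against the paper's 7315, and no alternative set beforehand comes within 1.5 times. For TQ, the paper's 4061 compares with 56 here, matched by the methods' t-test, adjusted (3591). For 5-FU, the value is 1483 against the paper's values of 4705 in its text and 4093 in Table 2, matched by leaving out 5-FU replicate 3 (3205). For both drugs, 573 stands against the paper's values of 4093 in its text, 4705 in Table 2 and 3763 in its section on the combination, matched by the methods' t-test without adjustment (3552). For both against TQ, the paper's 2684 compares with 215 here, matched by leaving out 5-FU replicate 3 (2682). For TQ against 5-FU, the value is 2262 against the paper's 4704, matched by leaving out 5-FU replicate 1 (4213). For both against 5-FU, 164 stands against the paper's 2418, and no alternative set beforehand comes within 1.5 times. For TQ at 2-fold, the paper's 596 compares with 26 here, matched by the methods' t-test, adjusted (483), the methods' t-test without adjustment (598), limma on the groups compared only (599) and array weights (687). For both drugs at 2-fold, the value is 187 against the paper's 343, matched by the methods' t-test without adjustment (278), limma on the groups compared only (233), array weights (268) and leaving out 5-FU replicate 3 (297). For 2-fold changes in all 3 treatments, 8 stands against the paper's 64, matched by array weights (46). For TQ at 3-fold, the paper's 36 compares with 12 here, matched by the methods' t-test, adjusted (34), the methods' t-test without adjustment (34), limma on the groups compared only (34), array weights (50) and leaving out 5-FU replicate 3 (34).

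A setting chosen after seeing the values, leaving out the displaced arrays, matches at 9323 for probe sets that differ across the groups, 5802 for 5-FU, 4762 for both drugs, 2606 for both against TQ, 6351 for TQ against 5-FU, 599 for TQ at 2-fold, 343 for both drugs at 2-fold, 70 for 2-fold changes in all 3 treatments and 34 for TQ at 3-fold, and drops 2 of the paper's shared genes among the 51 that could be read. Also chosen after seeing the values, ANOVA with Tukey's HSD on the remaining arrays matches at 7086 for probe sets that differ across the groups, 4376 for TQ, 4589 for 5-FU, 3936 for both drugs, 2654 for both against TQ, 4620 for TQ against 5-FU, 2090 for both against 5-FU, 468 for TQ at 2-fold, 332 for both drugs at 2-fold, 66 for 2-fold changes in all 3 treatments and 33 for TQ at 3-fold, and drops 4 of the paper's shared genes among the 51 that could be read. Likewise chosen after seeing the values, the methods' t-test without adjustment on the remaining arrays matches at 5720 for both drugs (not for the value in the paper's section on the combination), 598 for TQ at 2-fold, 330 for both drugs at 2-fold, 64 for 2-fold changes in all 3 treatments and 34 for TQ at 3-fold, and drops 6 of the paper's shared genes among the 51 that could be read. The last one chosen after seeing the values, the poly-A covariate, matches at 2759 for TQ, 4883 for both drugs, 2613 for both against 5-FU and 456 for both drugs at 2-fold, and drops 42 of the paper's shared genes among the 51 that could be read. Over all arrays 48 of the 51 do not pass at 2-fold in all 3 treatments. The paper lists no items for the other counts.

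Of 164 fold changes in the paper's text and supplement, 10 differ by over 1.5 times and by more than the spread of replicates, 1 of them with the opposite direction. By over 1.5 times alone 51 differ, 39 of the 62 with 5-FU, 11 with both drugs and 1 with TQ, and the median difference is 0.373 (log2). These are fold changes, as ratios to control. Opposite in direction too, but within the spread of replicates, are the FZD6 fold increase with 5-FU (0.909, the paper has 2.241), the ENPP4 fold increase with 5-FU (0.979, the paper has 2.27) and the SERINC1 fold increase with 5-FU (0.959, the paper has 2.114). For the RBM34 fold increase with TQ, the value is 0.961 against the paper's 2.432, and no alternative set beforehand matches. For the RIOK3 fold increase with 5-FU, 1.71 stands against the paper's 4.163, matched by array weights (3.09), leaving out 5-FU replicate 3 (3.23) and the study's choice of probe set (1.94). For the TDO2 fold increase with 5-FU, the paper's 3.029 compares with 1.99 here, matched by centring of arrays (2.06), array weights (2.63), leaving out control replicate 1 (2.04) and leaving out 5-FU replicate 3 (2.70). For the EIF5 fold increase with 5-FU, the value is 1.28 against the paper's 2.144, matched by array weights (1.75), leaving out 5-FU replicate 3 (1.86) and the study's choice of probe set (1.38). For the HSDL2 fold increase with 5-FU, 1.28 stands against the paper's 2.527, matched by quantile normalization (1.38), array weights (2.07), leaving out control replicate 1 (1.39) and leaving out 5-FU replicate 3 (2.12). For the FAS fold increase with 5-FU, the paper's 12.724 compares with 4.99 here, matched by quantile normalization (5.35), centring of arrays (5.16), array weights (10.1), leaving out control replicate 1 (5.29), leaving out 5-FU replicate 3 (10.6), the study's choice of probe set (5.40) and the mean of the gene's probe sets (5.19). For the RIOK3 fold increase with both drugs, the value is 2.10 against the paper's 3.417, matched by array weights (2.45), leaving out TQ+5-FU replicate 2 (2.74) and the study's choice of probe set (2.66). For the HSDL2 fold increase with both drugs, 1.42 stands against the paper's 2.186, matched by array weights (1.58), leaving out control replicate 1 (1.53) and leaving out TQ+5-FU replicate 2 (1.86). For the RBM34 fold increase with both drugs, the paper's 2.13 compares with 1.27 here, matched by array weights (1.53). For the FAS fold increase with both drugs, the value is 4.80 against the paper's 7.943, matched by array weights (5.60) and leaving out TQ+5-FU replicate 2 (6.60).

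Leaving out the displaced arrays, chosen after seeing the values, matches with 3.23 for the RIOK3 fold increase (5-FU), 2.70 for the TDO2 fold increase (5-FU), 1.86 for the EIF5 fold increase (5-FU), 2.12 for the HSDL2 fold increase (5-FU), 10.6 for the FAS fold increase (5-FU), 2.74 for the RIOK3 fold increase (both drugs), 1.86 for the HSDL2 fold increase (both drugs) and 6.60 for the FAS fold increase (both drugs). In that setting 2 of the 164 fold changes do not match, 2 lie beyond 1.5 times, and the median difference is 0.0269.

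The paper has all genes it compared with tumor data higher under every treatment, and here FZD6 has a log2 fold change of -0.14 with 5-FU, although 1.16 without the displaced arrays; the others are positive. It places the strongest rise of CYLD with 5-FU, whereas the log2 fold change is 1.57 with both and 1.34 with 5-FU; without the displaced arrays 5-FU leads (2.33 against 1.93). PLK1, stated as lower with 5-FU, does not pass (-0.82, adjusted p = 0.12), and fell without those arrays (-1.19, adjusted p = 2.2e-05). Mitosis is placed among what 5-FU lowers, and of 52 mitosis genes 1 fell and 2 rose, with a median of -0.30 that turns without the displaced arrays; the mitosis gene CDC20, stated as lower too, did fall (-0.85, adjusted p = 0.026), and so did chromatin genes. Ribosome biogenesis is placed among what TQ changes, and that list does not shift in 1 direction here (adjusted p = 0.48); by limma 0 of its genes pass (1 higher and 5 lower at an unadjusted p under 0.05), and without the displaced arrays 13 rose and 14 fell.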

Other observations

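Of the tests in this part, the splits of arrays at 2-fold were chosen only after the result was seen. Heat shock chaperones shifted up with TQ (median log2 fold change of 0.40, adjusted p = 3.0e-06, adjusted p = 0.0086 with an estimated correlation), and immediate early genes too (median log2 fold change of 0.14, adjusted p = 1.9e-07, adjusted p = 0.33 with an estimated correlation). Of 40 immediate early genes, 6 rose and 0 fell (12 and 4 when adjusted over the list alone, 14 and 8 without the 2 displaced arrays), with ID2, ARC, FOS and GADD45B in front. Of 29 NRF2 targets, 2 rose and 0 fell (2 and 1 when adjusted over the list alone, 9 and 1 without the 2 displaced arrays), PIR and NQO1 by 1.17 and 0.64 (median log2 fold change of 0.14, adjusted p = 4.4e-04, adjusted p = 0.19 with an estimated correlation), and of 32 ATF4 targets, 1 rose and 2 fell (1 and 9 when adjusted over the list alone, 5 and 15 without the 2 displaced arrays; median log2 fold change of -0.31, adjusted p = 9.1e-04, adjusted p = 0.19 with an estimated correlation). KRAB zinc finger genes shifted up as a set by camera (median log2 fold change of 0.30, adjusted p = 3.2e-12, adjusted p = 0.19 with an estimated correlation). Of 75 such genes, 0 rose and 0 fell in limma's test over all genes (6 and 0 when adjusted over the list alone, 35 and 4 without the 2 displaced arrays). At an unadjusted p under 0.05 by limma, 17 are higher and 1 lower, and fry, against no change, gives adjusted p = 0.16. The set also moves with the displaced arrays and between controls: its median against control is -0.40 in 5-FU replicate 3 and 0.086 and 0.089 in the others, -0.12 in TQ+5-FU replicate 2 and 0.25 and 0.076 in the others, and 0.091, 0.0042 and -0.10 in the controls. Other probe sets of these genes passed in part: 1 of 2 for NQO1.

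A part of the interferon-induced genes listed rose with 5-FU. Of 39 such genes, 9 rose and 0 fell (15 and 0 when adjusted over the list alone, 17 and 1 without the 2 displaced arrays), IRF7 by 2.06 (standard error 0.23, adjusted p = 5.9e-04), TAP1 by 1.99 and IFI6 by 1.62 on the log2 scale (median log2 fold change of 0.38, adjusted p = 5.3e-06, adjusted p = 0.18 with an estimated correlation). Per array the median is 0.26, 0.30 and 0.72 in 5-FU replicates 1, 2 and 3. The list also shifted with both drugs (median log2 fold change of 0.19, adjusted p = 2.3e-04, adjusted p = 0.23 with an estimated correlation), with 0.14, 0.37 and 0.16 per array; the difference between these shifts was not tested. With both drugs, of 30 core histone genes, 7 rose and 0 fell (11 and 0 when adjusted over the list alone, 11 and 0 without the 2 displaced arrays), H3C2 by 2.26 and H4C8 by 1.65 (median log2 fold change of 0.29, adjusted p = 9.8e-10, adjusted p = 0.28 with an estimated correlation, 0.14 with adjusted p = 5.4e-04 without the 2 displaced arrays). With 5-FU, of 22 genes of the Hippo pathway, 5 rose and 2 fell (5 and 4 when adjusted over the list alone, 7 and 7 without the 2 displaced arrays), CCN2 by 1.57 and AMOTL2 by 1.25, while the list did not shift (median log2 fold change of -0.071, adjusted p = 0.88, -0.13 with adjusted p = 0.96 without the 2 displaced arrays). Also with 5-FU, of 27 markers of colon epithelium, 3 rose and 0 fell (3 and 0 when adjusted over the list alone, 4 and 1 without the 2 displaced arrays), KLF5 by 1.73, CA2 by 1.58 and KRT18 by 0.49 (median log2 fold change of 0.22, adjusted p = 0.0031, adjusted p = 0.55 with an estimated correlation, 0.083 with adjusted p = 0.25 without the 2 displaced arrays). That median rests mostly on 5-FU replicate 3, at 0.72 against 0.012 and 0.089 in replicates 1 and 2, and in the same array fibroblast and leukocyte markers stand at 0.59 and 0.68. TYMS, the enzyme that 5-FU blocks, has a log2 fold change of 0.042 (standard error 0.087, adjusted p = 0.80). LAMP2 rose by 0.97, and CHD7 and HNRNPM fell by 1.53 and 0.77, although the direction of each turns under another choice of probe set. Of further probe sets, these passed: 0 of 2 for LAMP2 (1 with the opposite sign), 0 of 1 for CHD7 (1 with the opposite sign) and 0 of 1 for HNRNPM (1 with the opposite sign).

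Further lists follow, each with its median log2 fold change and its adjusted p by camera in brackets. Shifted with TQ: autophagy and lysosome genes 0.061 (0.046), with adjusted p = 0.22 at an estimated correlation. Not shifted with TQ: p53 targets 0.041 (0.64), death receptor genes -0.063 (0.51), NF-κB targets -0.039 (0.62), BCL-2 family -0.14 (0.094), DNA replication -0.12 (0.083), ER chaperones -0.042 (0.62), interferon-induced genes -0.029 (0.15), cholesterol synthesis -0.061 (0.98), heterochromatin foci -0.20 (0.18), fluoropyrimidine metabolism -0.010 (0.83), Hippo pathway -0.15 (0.36), ribosomal proteins 0.00050 (0.14), colon epithelial markers -0.10 (0.93), fibroblast markers -0.14 (0.48) and leukocyte markers -0.083 (0.78). Shifted with 5-FU: BCL-2 family 0.28 (0.018) and immediate early genes 0.48 (1.7e-04; 0.30 with 0.0090 without the 2 displaced arrays), with adjusted p = 0.33 and 0.47 at an estimated correlation. Not shifted with 5-FU: DNA replication -0.12 (0.20; 0.14 with 0.26 without the 2 displaced arrays), heat shock chaperones -0.019 (0.48; -0.040 with 0.82 without the 2 displaced arrays), cholesterol synthesis -0.020 (0.64; -0.0098 with 0.64 without the 2 displaced arrays), core histones 0.028 (0.64; -0.11 with 0.080 without the 2 displaced arrays), fluoropyrimidine metabolism -0.11 (0.083; 0.017 with 0.85 without the 2 displaced arrays), ribosomal proteins -0.012 (0.21; 0.0055 with 0.96 without the 2 displaced arrays), KRAB zinc finger genes -0.063 (0.14; 0.092 with 0.065 without the 2 displaced arrays), fibroblast markers 0.13 (0.095; -0.045 with 0.54 without the 2 displaced arrays) and leukocyte markers 0.20 (0.19; -0.022 with 0.72 without the 2 displaced arrays). Shifted with both drugs: autophagy and lysosome genes 0.23 (4.1e-06), with adjusted p = 0.021 at an estimated correlation. Not shifted with both drugs: ATF4 targets -0.055 (0.47), ER chaperones -0.16 (0.083; -0.041 with 0.62 without the 2 displaced arrays), cholesterol synthesis 0.040 (0.97; -0.036 with 0.58 without the 2 displaced arrays), fluoropyrimidine metabolism 0.015 (0.34; 0.023 with 0.87 without the 2 displaced arrays), Hippo pathway -0.026 (0.56; -0.015 with 0.64 without the 2 displaced arrays), ribosomal proteins 0.017 (0.98; 0.011 with 0.87 without the 2 displaced arrays), KRAB zinc finger genes 0.076 (0.71; 0.15 with 0.0013 without the 2 displaced arrays), colon epithelial markers 0.061 (0.11; 0.019 with 0.74 without the 2 displaced arrays), fibroblast markers -0.0054 (0.78; -0.086 with 0.70 without the 2 displaced arrays) and leukocyte markers -0.035 (0.93; -0.14 with 0.35 without the 2 displaced arrays).

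In control cells the median log2 signal is 5.11 for colon epithelial markers (highest KRT18, 12.1), 5.21 for fibroblast markers (highest 9.37) and 4.94 for leukocyte markers (highest 6.55), against 6.50 over all genes.

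Other splits of the arrays were compared by limma. Across the 4 groups the real count is 1675, 1 of 100 drawn partitions gives a count as large (the real one) and the highest other is 2, so chance can be excluded. For comparisons of groups of 3 there are 10 splits, too few for a share under 0.05; in each, 1 split (the real one) gives a count as large, the highest other is 0 and the real counts are 56 for TQ, 26 for TQ at 2-fold, 1483 for 5-FU, 548 for 5-FU at 2-fold, 573 for both drugs, 187 for both drugs at 2-fold, 215 for both against TQ, 164 for both against 5-FU and 2262 for TQ against 5-FU.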
